# Eye Lens Organoids Made Simple: Characterization of a New Three-Dimensional Organoid Model for Lens Development and Pathology

**DOI:** 10.3390/cells12202478

**Published:** 2023-10-18

**Authors:** Matthieu Duot, Roselyne Viel, Justine Viet, Catherine Le Goff-Gaillard, Luc Paillard, Salil A. Lachke, Carole Gautier-Courteille, David Reboutier

**Keywords:** cataract, eye lens, organoid, pathophysiology, *Celf1*

## Abstract

Cataract, the opacification of the lens, is the leading cause of blindness worldwide. Although effective, cataract surgery is costly and can lead to complications. Toward identifying alternate treatments, it is imperative to develop organoid models relevant for lens studies and drug screening. Here, we demonstrate that by culturing mouse lens epithelial cells under defined three-dimensional (3D) culture conditions, it is possible to generate organoids that display optical properties and recapitulate many aspects of lens organization and biology. These organoids can be rapidly produced in large amounts. High-throughput RNA sequencing (RNA-seq) on specific organoid regions isolated via laser capture microdissection (LCM) and immunofluorescence assays demonstrate that these lens organoids display a spatiotemporal expression of key lens genes, e.g., *Jag1*, *Pax6*, *Prox1*, *Hsf4* and *Cryab*. Further, these lens organoids are amenable to the induction of opacities. Finally, the knockdown of a cataract-linked RNA-binding protein encoding gene, *Celf1*, induces opacities in these organoids, indicating their use in rapidly screening for genes that are functionally relevant to lens biology and cataract. In sum, this lens organoid model represents a compelling new tool to advance the understanding of lens biology and pathology and can find future use in the rapid screening of compounds aimed at preventing and/or treating cataracts.

## 1. Introduction

The lens, in conjunction with the cornea, is responsible for the focusing of light onto the retina, thus creating a clear image [1]. It is a fully transparent biological tissue that involves extreme cell differentiation processes. At the histological level, the lens is composed of an anterior monolayered epithelium containing proliferating cells in the equatorial region that later exit the cell cycle and progressively differentiate into fiber cells [2]. These latter cells form the lens cortex once the differentiation process is complete. To achieve lens transparency, fiber cells lengthen extensively (~1000X), produce large amounts of refractive proteins called crystallins, and eliminate their organelles, including their nuclei [3,4]. Lens clouding or cataract is the leading cause of blindness worldwide. While the primary reason for the development of cataracts is aging, they can also be induced by environmental factors or have a congenital origin, often triggered by genetic predispositions or abnormalities [5,6]. To date, the only treatment for cataracts is surgery, which consists of replacing the clouded lens with an artificial implant. Although it is effective, surgery is costly and can have side effects that are far from harmless [7]. Therefore, efforts to develop drugs to treat cataracts have been initiated [8,9,10]. Animal models such as zebrafish [11], Xenopus [12], chicken or mammals, namely, rodents, dogs or macaques [13], are used for the study of lens pathophysiology. However, a major bottleneck toward developing anti-cataract drugs remains the lack of an adequate biological model for intensive drug screening.

In recent years, biology and medicine have undergone a revolution with the advent of particular three-dimensional (3D) cultures called organoids [14]. These are in vitro cellular models that mimic several aspects of the structure and function of the corresponding organ. Lens epithelium explants were a first generation of 3D lens cultures [15]. Later on, lentoid bodies, which are 3D cellular structures emerging from various types of 2D stem cell cultures [16,17,18], or individual micro-lenses grown from lens epithelial cells or pluripotent stem cells [19,20] were described. Although these models have very interesting molecular and/or optical characteristics, they do not exhibit any particular organization reminiscent of the histology of the lens [21]. Moreover, they often require sequential treatments via individual or combined growth factors and remain tricky and time-consuming to implement. Consequently, they generally (except for the paper from Murphy and colleagues [19]) do not allow for high-throughput studies.

The goal of the present study was to develop a mammalian organoid lens model that could be generated rapidly and is more convenient to use. As a starting point, we considered a previous paper, which shows that lens epithelium can regenerate a functional lens after its ablation in several vertebrate models [22]. This capacity relies on the presence of lens stem or progenitor cells that sustain self-renewal. A characterization of these cells demonstrated that they express *Pax6* and *Bmi1* and that they are able to spontaneously generate lentoid bodies. The 21EM15 mouse lens epithelial cell (LEC) line expresses *Pax6* and *Bmi1* and can spontaneously form lentoid bodies in vitro [23,24]. However, these lentoid bodies have not been characterized, and the culture conditions needed to controllably induce 21EM15 cells to become such 3D structures have not been defined.

Therefore, in the present study, we sought to derive the culture conditions that could generate lens organoids from 21EM15 cells *en masse*. Further, we sought to undertake their detailed characterization to evaluate their utility in studying genes and pathways relevant to lens biology and pathology. Our work indicates that by using simple 3D culture conditions, we can generate numerous lens organoids in a short period of time. These organoids show very interesting optical properties and recapitulate lens physiology at the molecular, histological and cellular levels. In addition, our results demonstrate the possibility to induce various types of opacities, thus mimicking cataract, in these organoids. As a whole, the 21EM15 organoids should therefore provide the lens community with a compelling new model to advance the understanding of lens biology and pathology. From a clinical point of view, although derived from mice, these organoids can potentially be used to screen compounds that could have effects on the prevention and/or treatment of cataracts.

## 2. Materials and Methods

### 2.1. Cell Culture

21EM15 (obtained from Dr. John Reddan, Oakland University, Rochester, MI, USA) and HaCat cells (ATCC) were cultured in DMEM with 4.5 g/L glucose, L-glutamine and sodium pyruvate (Life Technologies, Carlsbad, CA, USA) including 10% Fetal Bovine Serum (Eurobio, Les Ulis, France) and 1% penicillin-streptomycin (Life Technologies, Carlsbad, CA, USA). A253 cells (ATCC) were cultured in McCoy 5A with 4.5 g/L glucose, L-glutamine and sodium pyruvate (Life Technologies, Carlsbad, CA, USA) including 10% Fetal Bovine Serum (Eurobio, Les Ulis, France) and 1% penicillin-streptomycin (Life Technologies, Carlsbad, CA, USA). All three cell lines were cultured in 100 mm cell culture-treated Petri dishes (Corning) with 10 mL of culture medium. The cells were grown at 37 °C in a water-saturated atmosphere with 5% CO_2_. These cells grow well in these conditions and are usually 80% confluent after three days in culture (after 10% seeding). Cells were passaged three times per week.

### 2.2. Organoid Culture

Round-bottom 96-well plates were coated with poly(2-hydroxyethylmethacrylate) (Polyhema) (Sigma, Saint-Louis, MO, USA) 1 week before cell culture. Polyhema was first dissolved at 50 mg/mL in 95% EtOH. This stock solution was then diluted to 30 mg/mL with absolute ethanol. For coating, each well, except for the outermost ones, was filled with 50 μL of a 30 mg/mL solution of Polyhema before the plate was allowed to dry overnight. For culture, the outermost wells were filled with 200 μL PBS to avoid evaporation. The remaining wells were seeded with 10,000 cells and filled with 200 μL culture medium for 10 days prior to experiments.

### 2.3. Histology and Image Acquisition

For histological analyses, organoids were washed with 1X PBS, and then fixed for 24 h in 4% pH 7 buffered formalin and processed for paraffin wax embedding in an Excelsior ES automaton (Thermo Scientific, Waltham, MA, USA). Paraffin-embedded tissue was sectioned at 4 µm, mounted on positively charged slides and dried at 58 °C for 60 min. Immunohistochemical staining was performed on the Discovery ULTRA Automated IHC stainer (Roche Diagnostics, Rotkreuz, Switzerland) using the Ventana detection kit (Ventana Medical Systems, Tucson, AZ, USA). For fluorescent labeling, following deparaffination with Discovery wash solution (Ventana Medical Systems, Tucson, AZ, USA) at 75 °C for 8 min, antigen retrieval was performed using Ventana Tris-based buffer solution, pH 8, at 95 °C to 100 °C for 40 min. Endogen peroxidase was blocked with 3% H2O2 for 12 min. After rinsing, slides were incubated at 37 °C for 60 min with primary antibodies. Signal enhancement was performed using a secondary HRP-conjugated antibody at 37 °C for 16 min and DISCOVERY Rhodamine Kit (Roche Diagnostics, Rotkreuz, Switzerland) for 8 min. For fluorescence multiplex labeling, slides were prepared as follows: For the first sequence, following deparaffination with Discovery wash solution (Ventana Medical Systems, Tucson, AZ, USA) at 75 °C for 8 min, antigen retrieval was performed using Ventana proprietary, Tris-based buffer solution, pH 8, at 95 °C to 100 °C for 40 min. Endogen peroxidase was blocked with 3% H_2_O_2_ for 12 min. After rinsing, slides were incubated at 37 °C for 60 min with primary antibody, rabbit anti-PROX1. Signal enhancement was performed using a goat anti-rabbit HRP at 37 °C for 16 min and DISCOVERY Rhodamine Kit (542–568 nm) for 8 min. For the second sequence, slides were neutralized with Discovery inhibitor (Ventana Medical Systems, Tucson, AZ, USA) for 8 min. After rinsing, slides were incubated at 37 °C for 60 min with primary antibody mouse anti-JAG1. Signal enhancement was performed using a goat anti-mouse HRP at 37 °C for 16 min and DISCOVERY cy5 Kit for 8 min. For the third sequence, slides were neutralized with Discovery inhibitor (Ventana Medical Systems, Tucson, AZ, USA) for 8 min. After rinsing, slides were incubated at 37 °C for 60 min with primary antibody, rabbit anti-PAX6. Signal enhancement was performed using a goat anti-rabbit HRP at 37 °C for 16 min and DISCOVERY Fam Kit for 8 min. DAPI staining was used to visualize DNA/nucleus. For chromogenic labeling, following deparaffination with EZ Prep (Roche Diagnostics, Rotkreuz, Switzerland) at 75 °C for 8 min, antigen retrieval was performed using CC1 buffer (Roche Diagnostics, Rotkreuz, Switzerland), pH 8.0, at 95 °C to 100 °C for 40 min. Endogen peroxidase was blocked with 3% H_2_O_2_ for 12 min. After rinsing, slides were incubated at 37 °C for 60 min with primary antibodies. Signal enhancement was performed using a secondary HRP-conjugated antibody at 37 °C for 16 min and revealed using the OmniMap DAB kit (Roche Diagnostics, Rotkreuz, Switzerland). The slides were counterstained with the Mayer’s hematoxylin. Antibodies were as follows: Ki67, ab16667 dilution 1/200 (Abcam, Cambridge, UK); Cleaved Caspase 3, #9661 dilution 1/250 (Cell Signaling Technology, Danvers, MA, USA); Lamin B1, A16909 dilution 1/200 (Abclonal, Woburn, MA, USA); Laminin Z0097 dilution 1/200 (Dako, Glostrup, Denmark); PAX6 AB2237 dilution 1/200 (Sigma, Saint-Louis, MO, USA); JAG1 sc390177 dilution 1/200 (Santa Cruz, Dallas, TX, USA); PROX1 925202 dilution 1/200 (BioLegend, San Diego, CA, USA); CRYAB ADI-SPA-223 dilution 1/200 (Enzo Life Science, Farminfdale, NY, USA); HSF4 HPA048584, dilution 1/200 (Atlas Antibodies, Voltavägen, Sweden); TOMM20 ab186735 dilution 1/5000 (Abcam, Cambridge, UK); Fibrillarin 32639 dilution 1/100 H2P2 (Cell Signaling Technology, Danvers, MA, USA). HES staining was realized on an ST 5020 automaton (Leica, Wetzlar, Germany). Bright field images were acquired using a digital slide scanner Nanozoomer (Hamamatsu, Shizuoka, Japan), while fluorescence microscopy images were acquired using a DeltaVision Elite setup equipped with a Nikon IX71 microscope and a CoolSnap HQ camera (Imsol, Preston, UK).

### 2.4. Transparency and Light Focalization

Transparency was assessed by placing the organoids on an electron microscopy copper grid (mesh 300) for 30 s and imaging them with an AZ100 macroscope (Nikon, Tokyo, Japan). Light focalization was quantified using an Axio Observer inverted microscope (Zeiss, Iena Germany). Briefly, a stack of images starting from the focus and progressively lowering the objective under the sample was acquired. For each image of the z-stack, the maximum light intensity at the center of the spheroid and the mean intensity in the field around the spheroid were quantified. The ratio of the maximum light intensity to the mean intensity was then calculated and plotted to produce a graph.

### 2.5. 21EM15 2D and 3D RNA Isolation

RNAs were isolated using the Nucleospin kit (Macherey-Nagel, Düren, Germany) from a 100 mm Petri dish of 21EM15 cell culture at 80% confluence (2D) or 60 organoids (3D) for each replicate.

### 2.6. Laser Capture Microdissection

For each replicate, 120 organoids were washed with 1X PBS and pelleted before being included in OCT and then snap-frozen using a SnapFrost 80 deep freezer (Excilone, Elancourt, France). The frozen OCT block was then mounted onto a cryostat (Leica, Wetzlar, Germany) and cut to obtain 10 μm sections. The sections were then deposited on polyethylene naphthalate (PEN) membrane frame slides. OCT was removed via multiple washes: 2 washes in 70° ethanol (−20 °C; 5 min), 1 wash in 90% ethanol (RT; 20 min), 1 wash in 100% ethanol (RT; 20 min) and 3 washes in 100% Xylene (RT; 1 min). The internal or external regions of the spheroids were microdissected using an Arcturus XT laser capture microdissection setup (Excilone, Elancourt, France). The RNA was isolated from these samples using the Arcturus PicoPure kit (Excilone, Elancourt, France).

### 2.7. 3′ End RNA Sequencing (RNA-Seq) and Analysis

Libraries were prepared from the extracted RNAs using the QuantSeq 3′ mRNA-Seq library Kit (Lexogen, Vienna, Austria). The 3′ end seq library was sequenced (strand-specific, 150 bp) using Illumina NovaSeq 6000. Quality of the sequence was validated using FastaQC, and only sense reads were used for the analysis. The RNA-seq data are available on the NCBI Gene Expression Omnibus (GEO) database under GSE228547 series. The adaptor sequence and the poly(A) tail were trimmed from the raw sequences, and only read lengths greater than 20 nucleotides were retained. Trimmed sequences were aligned using the STAR software (STAR (v2.7.8a)) [25] onto the mouse genome (GRCm38.p6). Only uniquely mapped reads were conserved for the analysis. Reads were associated with genes using FeatureCounts (v1.6.0) [26]. For differential gene expression analysis, only genes with an expression of >0.2 cpm (counts per million) were considered. The R package, edgeR (v3.32.1) [27], was used to identify significantly differentially expressed genes (DEGs), with the following as as cut-offs: |Fold Change| (FC) > 2 (|logFC| > 1) and a False Discovery Rate (FDR) < 0.05.

### 2.8. Gene Expression Data Analysis

To determine the pattern of expression of the 2D or 3D DEGs in the mice embryonic lens, we used microarray data from the iSyTE 2.0 database [28] to identify genes that exhibited lens-enriched expression in normal lens development across stages E14.5 to P0. As described previously, a comparison of global gene expression data between lens and whole embryonic body tissue (WB) allows for the estimation of lens-enriched expression. To compare the regional transcriptomic profile between organoid and lens, we used previously generated RNA-seq data to identify DEGs with an expression profile specific to isolated FC or LEC [29]. These data correspond to WT mice at the E14.5, E16.5, E18.5 and P0.5 stages. The identification of genes with an expression profile specific to FC or LEC was based on cut-offs of *p*-value adjusted to <0.05 and |FC| > 2.

## 3. Results

### 3.1. 21EM15 Spheroids Are Transparent and Have the Ability to Focus Light

To test their ability to grow under 3D culture conditions, we seeded 21EM15 cells in 96-well culture plate wells coated with polyhema. Twenty-four hours after seeding, the vast majority of the cells were assembled into round spheroids, with no isolated cell being observed. Upon subsequent culture, these spheroids grew in size (Supplemental Figure S1A), acquiring an ovoid asymmetric shape between days 3 and 7. Thereafter, culturing the spheroids beyond day 10 only resulted in limited changes in their overall appearances (Supplemental Figure S1A). At day 10, the 21EM15 spheroids were transparent, contrary to the spheroids generated with two other epithelial cell lines grown in the same conditions, namely, human epithelial keratinocytes (HaCaT cells) or head and neck squamous cell carcinoma A253 cells (Figure 1A). We then tested the capacity of the 21EM15 spheroids to focus light following a previously described approach [19]. Briefly, we imaged the spheroids at different z-positions starting from the focus (Figure 1B). A very bright light spot was observed at the center of the 21EM15 spheroids at a specific z-position (Figure 1C), suggesting that they had acquired properties to focus light. We quantified the light-focusing ability as the ratio of the maximum light intensity at the center of the spheroid to the mean intensity around the spheroid (Figure 1C,D). This ratio reached values well above 1 at z-positions below the focus in the 21EM15 spheroids, confirming their capacity to focus light (Figure 1D); this was not observed in the HaCaT spheroids (Supplemental Figure S1B).

### 3.2. Transcriptome Analysis of 21EM15 Spheroids Reveals Strong Similarities with Lens Development

During their growth, the 21EM15 spheroids acquire an asymmetric shape and optical properties to focus light. To gain insights into the molecular modifications associated with these morphological changes and assess whether they may be relevant to lens development, we compared the transcriptome landscapes of 21EM15 spheroids with those of mouse lenses at several stages of development. 

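The 21EM15 line is an immortalized mouse lens epithelial cell line. The 3D RNA-seq data consisted of 4 samples, each prepared from 60 spheroids seeded with 10000 cells and grown for 10 days. The libraries were made with a QuantSeq 3′ protocol, in which the reads come from the end of each transcript, so that the number of reads does not scale with transcript length. The authors kept reads in the sense orientation, aligned them with STAR to the mouse genome GRCm38.p6, counted uniquely mapped reads per gene with featureCounts and removed genes with low CPM (read counts scaled to the library size). They deposited log2 CPM values per sample, with library sizes scaled between samples, and genes are identified by their Ensembl ID and symbol. The spacing of these values gave back whole read counts for 100.0% of the 93416 values in the culture data set, which holds 11677 genes. Between 7727642 and 8364276 reads were counted per 3D sample (median 8051994). Between 22 and 34 of the listed genes had 0 reads in a 3D sample, and 3 reads corresponded to between 0.37 and 0.39 CPM. PCR copies of one molecule cannot be told apart in these values, so this limit covers counting error only. Gene positions are given on GRCm38 from the GENCODE vM21 annotation, which contained 11676 of the 11677 Ensembl IDs.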

We profiled the gene expression in the 21EM15 spheroids via 3′ end RNA sequencing (Supplemental Table S1) and we retrieved the gene expression levels of mouse lenses from the iSyTE 2.0 database [28]. In iSyTE 2.0, “lens-enrichment” is estimated as the log-ratio of gene expression in the lens to gene expression in the whole embryonic body (WB). Using a WB comparative analysis, we similarly estimated gene enrichment in 3D 21EM15 cultures. We compared the 10% most enriched genes in 3D cultures (*n* = 1032; 10,320 genes in total) with the 10% most enriched genes in the E14.5 lenses (*n* = 1032). We found that 198 genes were present at the overlap of the two datasets, which was far above what was expected by chance (p = 8.7 × 10^−22^; hypergeometric test). Irrespective of the threshold set to classify the genes as top-enriched (between 0 and 10%), the number of genes observed in the overlap of top-enriched genes in the 3D cultures and top-enriched genes in the E14.5 lenses largely exceeded what was expected (Figure 2A). Nine genes were present in the overlap of the top 1% most enriched genes in the E14.5 lenses and the top 1% most enriched genes in the 3D cultures, whereas only one gene was expected by chance. Among these genes were *Cryab*, *Six3*, *Adamtsl4*, *Cp* (encoding ceruloplasmin), *Crim1*, *Dkk3* and *Nupr1*, all of which are known to be directly linked to lens pathophysiology (Figure 2A). 

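In the 3D samples, all 9 genes labelled in Figure 2A were expressed well above the counting limit. *Spp1* had the highest level with 11.79 ± 0.16 log2 CPM (SD, n = 4), corresponding to between 24849 and 31620 reads per sample. *Dkk3* (chromosome 7, 112116017 to 112159057) followed with 9.97 ± 0.18 log2 CPM (SD, n = 4). *Nupr1* (chromosome 7, 126623249 to 126630861) had 9.49 ± 0.33 log2 CPM, *Six3* (chromosome 17, 85613608 to 85629302) had 9.41 ± 0.19 log2 CPM and *Cryab* (chromosome 9, 50751325 to 50756636) had 9.30 ± 0.10 log2 CPM (SD, n = 4 each). *Cp* (chromosome 3, 19957054 to 20009145) had between 2267 and 3766 reads per sample, and *Crim1* (chromosome 17, 78200248 to 78376592) had 8.44 ± 0.30 log2 CPM (SD, n = 4). *Crim1* was lowest in the 3D replicate 4, with 2064 reads against 2888 to 3170 in the other 3D samples. *Myo6* had 7.23 ± 0.02 log2 CPM and *Adamtsl4* (chromosome 3, 95676201 to 95687917) had the lowest level, 6.74 ± 0.20 log2 CPM (SD, n = 4 each), corresponding to between 746 and 1004 reads per sample. The whole embryonic body and lens data were not analysed here, so that the enrichment itself was not recomputed.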

We obtained similar results for all lens development stages present in iSyTE 2.0 (E10.5, E12.5, E14.5, E16.5, E17.5 and E19.5; data not shown). Together, these results reveal an overlap in the expression of key genes between 21EM15 spheroids and normal lenses.

Next, we wanted to assess the contributions of the culture conditions (3D vs. 2D) to gene expression, especially as it relates to the lens. To carry this out, we profiled gene expression in the 21EM15 2D cultures via 3′ end RNA sequencing in the same conditions as the 3D spheroids (Supplemental Table S1). 

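The 2D data consisted of 4 samples, each from cells grown to 80% confluence in 100 mm dishes. Their values were deposited in the same table as those of the 4 3D samples and had been made in the same way. Between 7305053 and 9362587 reads were counted per 2D sample (median 8903602.5), so that the depth of the 2D and 3D samples overlapped. Between 21 and 190 of the listed genes had 0 reads in a 2D sample, and the highest number was found in the 2D replicate 3. The 10 genes with the most reads took between 9.98% and 11.56% of the reads in 2D and between 9.74% and 12.52% in 3D. No sequencing date or batch was given for these samples. Expression was compared on the deposited log2 CPM values with limma, using a variance trend with the mean expression and a two-sided moderated test. DEGs were called at a Benjamini-Hochberg adjusted p-value under 0.01 and a log2 fold change beyond 1 in absolute value, the thresholds of the paper's results section. Fold changes are given as 3D minus 2D on the log2 CPM scale. The authors' prior count, close to 2 reads, is part of these values and understates the changes of genes with few reads. The 2D and 3D samples share replicate numbers, and the comparison was therefore also made with the replicate number as a block.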

A principal component analysis and a hierarchical clustering analysis showed that the 2D and 3D samples cluster separately from each other (Supplemental Figure S2A,B). 

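In a principal component analysis of all 11677 genes, centred per gene, the first component held 47.7% of the variance and the second 18.1%. The 4 2D samples and the 4 3D samples did not overlap on the first component. A two-sided exact permutation test of the mean score gave p = 0.0286, the smallest p that 4 samples against 4 allow. This test takes all splits of the samples as equally likely and does not regard the shared replicate numbers. The groups were also apart on this component with each sample left out in turn, with its share between 46.1% and 54.9%. With the 500 most variable genes, the share was 62.3%, the largest change among the alternatives. Hierarchical clustering with complete linkage parted the 2D from the 3D samples, both on 1 minus Pearson's correlation and on Euclidean distances, as did Ward linkage on Euclidean distances. With average linkage on either distance, the 2D replicate 2 joined the 3D samples. The groups were thus parted by 3 of the 5 choices of distance and linkage, all of which were made after seeing the data.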

We therefore used these datasets to identify differentially expressed genes (DEGs). At FDR = 0.01 and log2 (Fold Change) > 1 in absolute value, this analysis uncovered 291 genes that were elevated and 191 genes that were reduced in the 3D spheroids (Figure 2B). 

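Among the 11677 genes tested, 341 were elevated and 176 were reduced in the 3D spheroids. The authors' deposited table held 291 elevated and 191 reduced genes at the same thresholds, and 284 and 174 of them were among the genes called here. No gene was called in opposite directions, and the log2 fold changes had a Pearson correlation of 0.972 across genes with those in the authors' deposited table. The median log2 fold change was 1.91 for the elevated and -1.24 for the reduced genes. Samples with the same replicate number deviated together from their group means, with a mean correlation across genes of 0.2 for the same-numbered pairs. It was -0.065 for the differently numbered pairs, which is not a separate comparison, since the deviations sum to 0 within a group. The correlation was 0.503 for the samples numbered 2 and between 0.005 and 0.227 for the other numbers. With the replicate number as a block, 389 genes were elevated and 213 were reduced, of which 325 and 167 were also called without the block. The lowest counts among the alternatives came from leaving out the 3D replicate 3, with 112 elevated and 49 reduced genes, and 111 and 48 of these were among the genes called with all samples.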

The elevated 291 genes are referred to as “3D genes”, and the reduced 191 genes are referred to as “2D genes”. 

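For all 517 genes called here, the values of the 4 2D samples and of the 4 3D samples did not overlap. This was the case for 2804 of all genes tested (24.0%), while chance gives 2.86%. The largest increases among genes with a mean of at least 2 log2 CPM in the higher group were found for *Hsd11b1*, *Apod* and *Dcn*. *Hsd11b1* (chromosome 1, 193221634 to 193264075) had 6.34 ± 0.44 log2 CPM in 3D and -0.64 ± 0.96 in 2D (SD, n = 4 each), a log2 fold change of 6.99 (standard error 0.45, adjusted p = 4.14e-05 from limma). The log2 fold change was 5.95 for *Apod* (standard error 0.69, adjusted p = 0.00077) and 5.86 for *Dcn* (standard error 0.93, adjusted p = 0.00287). The adjusted p of *Dcn* rose above 0.01 in 4 of the 8 fits that each left out one sample. The largest decreases were found for *Igf2bp1*, *Ildr2* and *Trbc2*. *Igf2bp1* had 0 or 1 read in the 3D samples and between 17 and 113 reads in the 2D samples. Its mean of 5.3 ± 5.33 CPM in 2D (SD, n = 4) was at least 14.0-fold higher than in 3D. This mean was raised by the 2D replicate 3, with 113 reads against 17 to 34 in the other 2D samples. The call of *Igf2bp1* was lost in 3 of the 8 fits that each left out one sample. *Ildr2* fell by 2.88 and *Trbc2* by 2.26 on the log2 scale, with adjusted p-values of 0.000739 and 0.000706.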

As expected, the heat map of these 482 DEGs showed a clear separation between these two sets of genes (Figure 2C). 

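*Ccnb1*, *Ccnb2*, *Ccne2*, *Cdc20* and *Ccna2* had lower levels in all 4 3D samples than in all 4 2D samples. *Cdc20* (chromosome 4, 118432901 to 118437352) had 6.38 ± 0.24 log2 CPM in 3D and 7.89 ± 0.58 in 2D (SD, n = 4 each), a log2 fold change of -1.51 (standard error 0.26, adjusted p = 0.00392 from limma). *Ccnb1* (chromosome 13, 100778650 to 100786570) had 6.15 ± 0.22 log2 CPM in 3D and 7.49 ± 0.23 in 2D (SD, n = 4 each), a log2 fold change of -1.34 (standard error 0.16, adjusted p = 0.000819). *Ccna2* had a log2 fold change of -1.26 (adjusted p = 0.00382), *Ccne2* of -1.24 (adjusted p = 0.00466) and *Ccnb2* of -1.11 (adjusted p = 0.00453). Within the 3D samples, *Ccna2* was lowest in the replicate 3, with 569 reads against 699 to 711 in the others. With the replicate block, all 5 genes were past the thresholds. *Ccnb1* was called in each of the 8 fits that left out one sample, whereas the call of *Ccnb2* was lost in 7 of them, those of *Cdc20* and *Ccna2* in 5 and that of *Ccne2* in 4.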

Several genes elevated under 2D conditions of growth relate to the cell cycle, such as *Ccnb1*, *Ccnb2*, *Ccnb1*, *Ccne2* and *Cdc20* (Figure 2B). This indicates that culturing 21EM15 in 3D conditions reduces the expression of cell cycle genes comparted to growth under 2D conditions. Conversely, several genes elevated under 3D growth conditions are relevant to lens development (Figure 2B). 

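A list of 97 genes of the S and G2/M phases was tested as a set, and 96 of these genes were in the data. Their median log2 fold change was -1.09, with 94 of the 96 genes lower in 3D, whereas the median over all genes was -0.03. limma's camera test, with an inter-gene correlation of 0.01, gave a p-value of 8.6e-35, or 6.88e-34 after Benjamini-Hochberg adjustment over the 16 tests of 8 gene lists in both comparisons, and 4.93e-35 with the replicate number as a block. This is not an exact test, and the p-value treats the genes as nearly independent. With the correlation estimated from these genes the p-value was 0.0218, the largest change among the alternatives. Each of 10000 random lists matched on mean expression had a median between -0.28 and 0.15. From the genes related to the cell cycle in Figure 2B, the paper concludes that growth in 3D reduces the expression of cell cycle genes compared to growth in 2D.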

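For 13 lens genes named for the 3D condition, *Apoe*, *Aqp1*, *Cdkn1b*, *Cp*, *Ctsl*, *Cxcr4*, *Lama4*, *Maf*, *Map1lc3a*, *Notch3*, *Psen2*, *Wls* and *Wnt6*, the 3D values were all above the 2D values. Over all genes tested, 12 of the 13 were called as elevated, and all 13 with the p-values adjusted over this list alone. The paper took these genes from its own comparison of the same samples. Neither their direction nor the adjustment over the list alone is therefore a separate test. *Apoe* (chromosome 7, 19696109 to 19699188) had 7.52 ± 0.99 log2 CPM in 3D and 2.16 ± 0.77 in 2D (SD, n = 4 each), a log2 fold change of 5.36 (standard error 0.49, adjusted p = 0.000355 from limma). The 3D replicate 2 had 530 *Apoe* reads, against 1905 to 2141 in the other 3D samples. *Aqp1* (chromosome 6, 55336432 to 55348555) had 11.42 ± 0.34 log2 CPM in 3D and 9.08 ± 0.30 in 2D (SD, n = 4 each), a log2 fold change of 2.34 (standard error 0.20, adjusted p = 0.000264). The log2 fold change was 3.47 for *Cxcr4* (adjusted p = 0.00077), 2.00 for *Lama4* (adjusted p = 0.00184), 1.59 for *Wls* (adjusted p = 0.000355) and 1.32 for *Cdkn1b* (adjusted p = 0.000727). It was 2.99 for *Wnt6* and 2.97 for *Notch3*, which had at most 7 and 9 reads in a 2D sample. *Maf* had a log2 fold change of 1.11 with an adjusted p of 0.0189, and of 0.00334 with the replicate number as a block. The calls of *Map1lc3a* (log2 fold change 1.36) and *Psen2* (1.61) were lost in 7 and 6 of the 8 fits that each left out one sample. Calls were also lost for *Notch3* in 4, *Wnt6* in 3, *Cp* and *Ctsl* in 2 each and *Lama4* in 1 of these fits. *Lamp2*, labelled in Figure 2B, had a log2 fold change of 1.11 (adjusted p = 0.00287), and its call was lost in 3 of these fits.

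**Figure D1:**
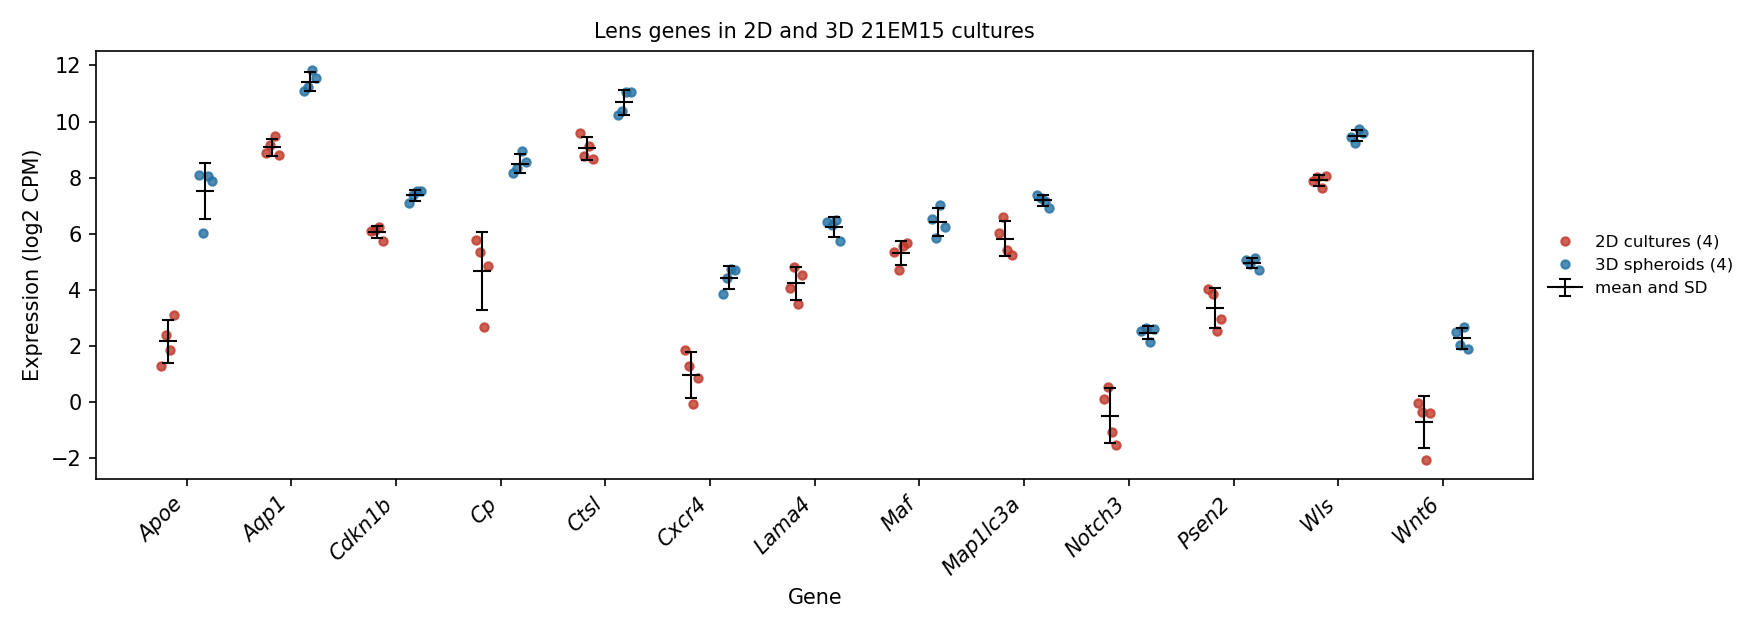
Expression of the 13 lens genes (x axis) in log2 CPM (y axis). Each point is one sample, with the 4 2D cultures in red and the 4 3D spheroids in blue, and bars show the mean and SD. For each gene the 3D points lie above the 2D points, and the 3D replicate 2 lies below the other 3D samples for *Apoe* at 6.04 log2 CPM.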

These include *Apoe*, *Aqp1*, *Cdkn1b*, *Cp*, *Ctsl*, *Cxcr4*, *Lama4*, *Maf*, *Map1lc3a*, *Notch3*, *Psen2*, *Wnt6* and *Wls.*

Finally, we used iSyTE 2.0 to examine the expression of these DEGs in normal lens development [28]. On average, 2D genes are more expressed than 3D genes in early lens developmental stages (e.g., E10.5, when the lens placode has invaginated into a “lens pit”), and their expression decreases as the lens progresses in development (Figure 2D). Conversely, the mean expression of 3D genes increases progressively in normal lens development (Figure 2D). Hence, switching the culture conditions of 21EM15 cells from 2D to 3D spheroids partly recapitulates gene expression changes in normal lens development. Together, these data show that culturing 21EM15 in 3D conditions reinforces their similarity with normal mouse lenses, particularly at later stages of development.

### 3.3. 21EM15 3D Cultured Cells form Multilayered Lens Organoids

The lens is surrounded by a basal lamina called the capsule. Under the capsule and starting from the anterior pole of the lens, there is a quiescent epithelium, containing cells that proliferate in the “germinal zone” and exit the cell cycle at the “transition zone” to initiate differentiation into fiber cells that contribute to the bulk of the lens. Differentiation into fibers cells is characterized by the remodeling of the cytoskeleton, leading to the elongation of the cells, accompanied by high levels of expression of key lens proteins (e.g., crystallins, membrane proteins, etc.) and the progressive loss of cellular organelles [3,4]. As 21EM15 cells that are cultured as 3D spheroids express genes associated with lens differentiation, we wanted to characterize their structures to identify whether different cell types emerge through a process of differentiation. A histological analysis showed that twelve hours after seeding under 3D conditions, the 21EM15 cells clustered to form a non-organized flattened structure (Figure 3A). Twenty-four hours after seeding, the structure was spherical with a rather homogenous cellular content. Ten days after seeding, the spheroids showed a different appearance with distinct zones: an external zone with round nuclei, an intermediate zone with elongated nuclei, and an internal zone with cells characterized by an intense pink cytoplasm and small compacted nuclei (Figure 3A). Importantly, the internal zone was off-centered, revealing that the initial central symmetry of the spheroid was broken during the 10-day culture (Figure 3A). This is in line with previous observations that the spheroid acquires an ovoid shape after a few days of culture (Supplemental Figure S1A).

To evaluate cell compartmentalization in the core of the spheroid, we visualized the cells’ boundaries using WGA (wheat germ agglutinin), a membrane marker. The core of the spheroid is composed of highly compacted cells when compared to the cortex (Figure 3B). This indicates that the cells located at the central region of the spheroid undergo a phenomenon of packing. As controls, histological sections of the HaCaT and A253 spheroids were generated (Figure 3C). After 10 days of culture, the specific organization of cells was not observed in these controls. HaCaT spheroids are made of cells roughly aggregated and cavities likely filled with an extracellular matrix, while A253 spheroids are made of homogenously distributed cells with a clear pink cytoplasm and some spots of necrotic cells (Figure 3C). As 21EM15 spheroids constantly grow over a period of more than 10 days (see Supplemental Figure S1B), we wanted to determine which cells were responsible for their growth. Staining with the KI67 antigen, an established marker of proliferation, shows that proliferating cells are essentially localized in the external region of the spheroid and that cells stop proliferating once their nuclei are elongated (Figure 3D). The observation that only a few cells are able to proliferate is consistent with the finding that many cell cycle-related genes are down-regulated in 3D cultures (Figure 2B). 

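*Mki67*, which encodes the KI67 antigen (chromosome 7, 135689784 to 135716361), had 6.10 ± 0.12 log2 CPM in the 3D samples and 7.43 ± 0.34 in the 2D samples (SD, n = 4 each). Its log2 fold change was -1.34 (standard error 0.17, adjusted p = 0.00119 from limma), and it was past the thresholds in each of the 8 fits that left out one sample. Of the 96 S and G2/M phase genes, 40 were called as reduced in 3D over all genes and 51 with the p-values adjusted over the list alone, and none was called as elevated. *Cdk1*, with a log2 fold change of -1.12, was not among the calls, with an adjusted p of 0.462, or 0.0342 with the replicate number as a block. Without both samples numbered 2, a setting chosen after seeing the data, it was called as reduced. It had 116 reads in the 2D replicate 2 against 3179 to 4228 in the other 2D samples, and 164 reads in the 3D replicate 2 against 859 to 1128 in the other 3D samples.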

Cells undergoing apoptosis were not observed after 10 days of culture (Figure 3E).

The above data indicate that 21EM15 spheroids are made up of at least three distinct regions. We next sought to determine the gene expression landscape within the different layers of the spheroids. 

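The microdissection data consisted of 4 samples of the internal and 3 samples of the external region, each from 120 spheroids grown for 10 days and sectioned at 10 µm. The RNA was extracted with a PicoPure kit, and the libraries and deposited values were made as for the cultures, but in a separate table that was normalized on its own. Levels were therefore compared within this table only. Whole read counts were recovered for 100.0% of its 79093 values over 11299 genes. Between 4256391 and 11702504 reads were counted per internal sample (median 7389583.5) and between 4044230 and 6086089 per external sample (median 4831472). The shallowest internal sample was the replicate 3, and 3 reads corresponded to between 0.248 and 0.802 CPM across the 7 samples. Between 105 and 174 listed genes had 0 reads in an internal sample and between 106 and 157 in an external sample. The 10 genes with the most reads took between 15.29% and 18.06% of the reads in the internal and between 12.05% and 12.92% in the external samples. No sequencing date or batch was given for these samples. DEGs were called with limma as for the cultures, and fold changes are internal minus external. The internal replicate 4 has no external sample of the same number. With the replicate number as a block, it therefore does not contribute to the fold changes.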

Toward this goal, the most internal and external regions were isolated by laser capture microdissection (LCM) and subjected to 3′ end RNA sequencing (Supplemental Table S2). Due to technical limitations, we were unable to microdissect the intermediate region. 

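A further external region sample, which the paper set aside after a principal component analysis, was not analysed here. Over the 11299 genes, the first principal component of the 7 retained samples held 45.8% of the variance and the second 13.6%. The internal and external samples did not overlap on the first component (two-sided exact permutation test of the mean score, p = 0.0286, the smallest p that 4 samples against 3 allow). Since the retained external samples had been chosen on such an analysis, this separation does not test the difference independently. With each sample left out in turn, the groups were apart on the first component with a share between 45.4% and 50.1%. The 500 most variable genes gave the largest change, with 58.3%. Each of the 5 choices of distance and linkage in hierarchical clustering parted the internal from the external samples.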

We retained *n* = 3 external region samples and *n* = 4 internal region samples based on PCA (Supplemental Figure S3A). We identified 793 DEGs (FDR = 0.01, and log2 (Fold Change) > 1 in absolute value). 

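In the comparison of the internal with the external region, 861 of the 11299 genes tested were past both thresholds. At an unadjusted p-value under 0.05 there were 3793 genes. The authors' deposited table held 793 genes past these thresholds. Its log2 fold changes had a Pearson correlation of 0.963 across genes with those computed here. The lowest counts among the alternatives came from a variance prior without a trend, which left 117 genes higher and 207 genes lower in the internal region.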

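Of these genes, 491 had enriched expression in the external region, with a median log2 fold change of -1.71, and 370 in the internal region, with a median of 1.43. The authors' deposited table held 465 and 328 such genes, of which 450 and 322 were also called here, and no gene was called in opposite directions.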

Of these, 465 exhibited enriched expression in the external region and 328 exhibited enriched expression in the internal region (Figure 3F). The heat map of these 793 DEGs separates “external genes” from “internal genes” (Supplemental Figure S3B). 

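The internal and external samples did not overlap for 842 of the 861 genes called here. Among all genes tested this was the case for 3275 (29.0%), while chance gives 5.71%. The largest enrichment in the internal region, among genes with a mean of at least 2 log2 CPM in the higher group, was found for *Ptgds*, *Cygb* and *Rnase1*. *Ptgds* (chromosome 2, 25466709 to 25470046) had 3.56 ± 1.53 log2 CPM in the internal (SD, n = 4) and -0.92 ± 1.40 in the external samples (SD, n = 3), a log2 fold change of 4.47 (standard error 0.82, adjusted p = 0.000314 from limma). *Cygb* and *Rnase1* had 0 reads in each external sample, and were at least 11.0-fold and 10.1-fold higher in the internal samples. The adjusted p-value was 0.0011 for both and rose above 0.01 in 1 of the 7 fits that each left out one sample. The call of *Cygb* was also lost with the replicate number as a block (adjusted p = 0.0101), and that of *Rnase1* was kept (0.00719). The largest enrichment in the external region was found for *Ccne2*, *Ccna2* and *Il18rap*. *Il18rap* had between 48 and 147 reads in the external samples, 5 reads in the internal replicate 2 and 0 in the other internal samples, a log2 fold change of -5.45 (standard error 0.81, adjusted p = 2.61e-05).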

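All of *Ank2*, *Atp1b1*, *Cap2*, *Eya1*, *Fundc1*, *Fzd6*, *Hsf4*, *Jag1*, *Maf*, *Meis1*, *Prox1*, *Tdrd7* and *Wls* had higher levels in the 4 internal than in the 3 external samples. Over all genes tested, 12 of these 13 genes were called, and all 13 with the p-values adjusted over this list alone. This list also comes from the paper's own comparison of the same samples, so that neither the direction nor this adjustment is a separate test. *Ank2* (chromosome 3, 126921612 to 127499350) had 9.28 ± 0.24 log2 CPM in the internal (SD, n = 4) and 8.08 ± 0.28 in the external region (SD, n = 3), a log2 fold change of 1.20 (standard error 0.15, adjusted p = 4.38e-06 from limma). *Maf* (chromosome 8, 115682942 to 115707794) had 7.11 ± 0.19 log2 CPM in the internal (SD, n = 4) and 5.85 ± 0.50 in the external region (SD, n = 3), a log2 fold change of 1.25 (standard error 0.20, adjusted p = 7.45e-05). The log2 fold change was 1.63 for *Atp1b1* (adjusted p = 0.000206) and 1.80 for *Eya1* (adjusted p = 0.00143). It was 3.03 for *Hsf4* (adjusted p = 0.00394), which had between 0 and 6 reads in the external and between 26 and 142 reads in the internal samples. *Tdrd7* had a log2 fold change of 1.94 with an adjusted p of 0.0239, from 4 to 18 reads per external and 25 to 117 reads per internal sample. The calls of *Hsf4* and *Eya1* were lost in 3 and 2 of the 7 fits that each left out one sample. With the replicate number as a block, *Hsf4* (adjusted p = 0.0282), *Cap2* (0.029) and *Jag1* (0.0115) lost their calls.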

Among the genes that are overexpressed in the internal region, we found genes known to be expressed in fiber cells like *Ank2*, *Atp1b1*, *Cap2*, *Eya1*, *Fundc1*, *Fzd6*, *Hsf4*, *Jag1*, *Maf*, *Meis1*, *Prox1*, *Tdrd7* and *Wls*. Among the genes that are overexpressed in the external region, we found genes known to be expressed in lens epithelial cells like *Ccna2*, *Ccnb1*, *Ccnb2*, *Ccnd1*, *Ccne2*, *Cdc20* and *Cdk1*.

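*Ccna2* (chromosome 3, 36564865 to 36572150) had 5.76 ± 0.23 log2 CPM in the external (SD, n = 3) and 0.27 ± 0.70 in the internal region (SD, n = 4), a log2 fold change of -5.49 (standard error 0.51, adjusted p = 4.86e-08 from limma). *Ccnd1* (chromosome 7, 144929931 to 144939925) had 9.84 ± 0.21 log2 CPM in the external (SD, n = 3) and 7.93 ± 0.36 in the internal region (SD, n = 4), a log2 fold change of -1.91 (standard error 0.17, adjusted p = 1.76e-08). The log2 fold changes of the other 5 genes were -6.06 for *Ccne2*, -5.00 for *Cdc20*, -3.91 for *Ccnb1*, -3.29 for *Ccnb2* and -2.70 for *Cdk1*. Their adjusted p-values lay between 1.03e-06 for *Cdc20* and 0.000537 for *Cdk1*. In all 7 genes, each external sample was above each internal sample. For *Ccnb1* and *Ccne2*, the internal replicate 3 had the highest number of reads among the internal samples, with 22 against 10 to 14 and 5 against 0. The call of *Cdk1* was lost in 1 of the 7 fits that each left out one sample, and the other 6 genes were called in each. *Cdk1* also lost its call with the replicate number as a block (adjusted p = 0.0103), and the other 6 genes kept theirs. Of the S and G2/M phase genes, 94 were in this data set, with a median log2 fold change of -2.56 and 92 of the 94 genes higher in the external region. The p-value of limma's camera, which is not an exact test, was 2.94e-35 after adjustment over the 16 set tests and, with the inter-gene correlation estimated from these genes, 0.000445. Of these 94 genes, 61 were called over all genes and 70 with the p-values adjusted over the list alone.

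**Figure D2:**
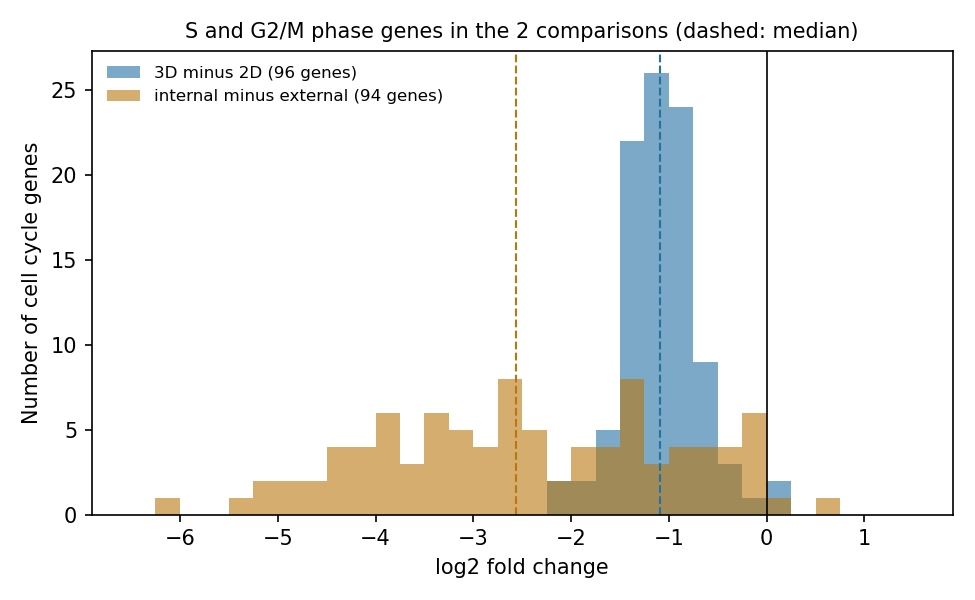
Number of S and G2/M phase genes (y axis) by log2 fold change (x axis), in blue for 3D minus 2D (96 genes) and in orange for internal minus external (94 genes), with dashed lines at the medians of -1.09 and -2.56. In both comparisons most genes lie below 0.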

To globally assess the resemblance of the internal and external regions of 21EM15 spheroids with lens fiber and epithelial cells, respectively, we retrieved the transcriptomic data from microdissected E14.5 epithelial cells and lens fiber cells [30]. Of the 793 DEGs, 378 are also enriched either in E14.5 lens epithelium or fiber cells. The “external genes” (negative log_2_(FC) in Figure 3G) are enriched in lens epithelial genes (green spots), whereas “internal genes” (positive log_2_(FC) in Figure 3G) are enriched in lens fiber cells (orange spots). The contingency table shown in Figure 3H confirms this bias (*p* = 2.1 * 10^−6^; chi-squared test). These data confirm that the transcriptome of the internal region resembles that of lens fiber cells and the transcriptome of the external region resembles that of lens epithelial cells. Further, while 2D cultures of 21EM15 cells have overlapping expressions with lens epithelial cells, growing the cells in 3D culture conditions commits the internal cells toward a differentiation program overlapping with lens fiber cells. Taken together, our results show that the 3D 21EM15 cultures self-organize and establish different cell types expressing specific gene sets, thus mimicking certain aspects of lens development. Moreover, these structures are able to break their original central symmetry to establish axial symmetry, which is characteristic of organoid development [31,32,33]. Thus, henceforth, the 3D 21EM15 cultures will be referred to as 21EM15 “organoids”.

### 3.4. Morphological Organization of 21EM15 Organoids Partially Recapitulates Lens Patterning

Different regions or cell types within the lens can be characterized by the expression of specific markers. 

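*Prox1* (chromosome 1, 190118035 to 190170714) had 8.11 ± 0.08 log2 CPM in the internal (SD, n = 4) and 6.66 ± 0.12 in the external region (SD, n = 3). Its log2 fold change was 1.45 (standard error 0.14, adjusted p = 1.3e-07 from limma) and stayed between 1.41 and 1.52 with each sample left out in turn. *Jag1* (chromosome 2, 137081456 to 137116644) had 3.98 ± 0.31 log2 CPM in the internal (SD, n = 4) and 2.16 ± 0.15 in the external region (SD, n = 3), from 16 to 28 reads per external sample. Its log2 fold change was 1.82 (standard error 0.40, adjusted p = 0.0019), and its call was lost in 1 of the 7 fits that each left out one sample. The call was also lost with the replicate number as a block (adjusted p = 0.0115).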

From the transcriptomic studies described above, we identified a subset of key genes involved in lens development to be differentially expressed between the inner and outer regions (see Supplemental Table S2). Our next objective was to confirm that key lens genes have specific expression patterns that are relevant to the organization of a whole lens. For this purpose, we examined the expression and the localization of structural components such as Laminin, a major component of basal lamina including the lens capsule, and αB-Crystallin (CRYAB), a major component of lens fiber cells in later developmental stages [34,35]. We also examined transcription factors such as PAX6, PROX1 (elevated in fiber cells) and signaling molecules such as JAG1 [1,36,37]. Laminin was found to be present in two or three layers of the outermost cells (Figure 4A). It was also present in the most peripheral part of the lens, but only in the form of a single outer basal lamina [35]. Immunostaining showed that nuclear PAX6 is present in an internal region surrounding the central core of the organoid, composed of highly compacted cells (Figure 4B). Consistent with symmetry breaking, it then extends toward the central axis. JAG1 is also found in an asymmetric distribution, as it is enriched in the membranes of cells localized in two lateral areas surrounding the central axis of the organoid (Figure 4B). PROX1 is present in two regions: in the cytoplasm of cells that most strongly express *Jag1*, and in the nuclei of cells that more weakly express *Jag1* and are localized along the central axis (Figure 4B,C). Finally, αB-Crystallin is low/absent in the external cell layers but high in the cortex and the core of the organoid with both cytoplasmic and nuclear localization (Figure 4D).

One of the most striking characteristics of fiber cell differentiation is the progressive degradation of cellular organelles such as nuclei and mitochondria [38]. In the lens, these various events can be highlighted by the observation of components of the nuclear envelope and of the mitochondria or by the expression of specific transcription factors [39,40,41,42]. We sought to examine whether similar cellular changes occurred in 21EM15 organoids. We found that Lamin-B1 (LMNB1), a component of the nuclear envelope, progressively disappears from the exterior to the interior of the organoid (Figure 5A). While Lamin-B1 labeling surrounds the nucleus in a continuous manner in the outermost cells, this labeling becomes more and more discontinuous toward the inner region of the organoid until it completely disappears. Concomitantly, we observed a gradual change in the nuclei shape accompanied by chromatin compaction evoking pyknosis (Figure 5B). These nuclei are not transcriptionally active in cells located in the center of the organoids (Figure 5C), as indicated by the progressive loss of nuclear Fibrillarin (FBL), which is considered as a marker of the transcriptional status of fiber cell nuclei [43]. Mitochondria are also in a process of degradation, as indicated by the decrease in TOMM20 labeling, which is a constituent of the mitochondria external membrane, toward the center of the organoid (Figure 5D). Conversely, the expression of *Hsf4,* a gene encoding transcription factor whose downstream targets are considered to be involved in organelle degradation [40,44], increases in the core region relative to the outer region (Figure 5E,F).

Taken together, these results suggest that, similar to the cellular and morphological changes accompanying lens development, the 21EM15 organoids are organized into specific expression domains for key lens proteins like αB-Crystallin, PAX6, PROX1 and JAG1. Moreover, the cells lying in the internal-most region commit to a process of organelle degradation reminiscent of what is observed in the whole lens. Our results thus show that 21EM15 organoids recapitulate specific molecular aspects and the morphological organization of the lens.

### 3.5. 21EM15 Organoids Model Lens Cataract

As the organoids described above present interesting optical, morphological, histological, molecular and functional characteristics, we explored if they could be utilized as a model to uncover the pathophysiology of the lens. Cataract can be induced by H_2_O_2_ or hypertonic NaCl treatments in dissected lens [45]. Therefore, we incubated 8-day-old 21EM15 organoids for 48 h with these compounds (at previously used concentrations) and evaluated their transparency and light-focusing ability. We found that H_2_O_2_ does not trigger changes in transparency or light-focusing ability for concentrations ranging from 0 to 350 μM, but organoids become opaque and cease to transmit light at concentrations above 500 μM (Figure 6A,B). Increasing concentrations of NaCl (from 1.25% to 1.7%) gradually reduce organoid transparency (Figure 6A), but only the highest concentration has a significant impact on light-focusing ability (Figure 6C). We next sought to examine whether the 21EM15 organoid model could be applied to test the functions of genes associated with cataract. We previously showed that *Celf1* deletion in a germline or lens conditional manner causes early-onset cataract in mice [46]. We therefore tested the transparency and light-focusing ability of organoids made from 21EM15 cells stably expressing an shRNA targeting the *Celf1* gene [46,47]. Interestingly, *Celf1* knockdown reduces organoids’ transparency, as observed in mice deficient in *Celf1* (Figure 6D). It also reduces the light-focusing property of 21EM15 organoids (Figure 6E). All together, these results demonstrate that 21EM15 organoids are new models that can be used to study cataract.

## 4. Discussion

In the present study, we developed a mouse 3D lens model that can be rapidly generated and can be applied to study processes relevant to lens biology. It has specific optical properties, including transparency and light-focusing ability (Figure 1). We characterized this model using a combination of histological, transcriptomic and immunohistochemical/immunofluorescence approaches. This analysis revealed that, similarly to the lens, 21EM15 lens organoids comprise three main regions, including a peripheral layer, an intermediate part and a core region. Transparency and light-focusing ability indicate that even though the histological organization of the 21EM15 organoids is simplified compared to a true lens, it is sufficient to bring relevant optical properties. In addition to transparency and light-focusing ability, a refractive index measurement, as described by Young and colleagues [48], could also be very useful in the future to assess the influence of cellular organization on organoid optics.

When grown in 2D culture conditions, 21EM15 cells express typical LEC genes [23]. In the present study, we used 3′ end RNA-seq to profile the transcriptomes of 21EM15 2D and 3D cultures, and of laser-microdissected internal and external regions of the organoids. These analyses show that, regardless of how they are grown (2D or 3D), 21EM15 cells express various crystallin genes, such as *Cryab*, *Cryba4*, *Crybg1*, *Crybg3*, *Cryz*, *Cryzl2* and *Cryl1* (see supplemental Table S1). 

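All 7 crystallin genes, *Cryab*, *Cryba4*, *Crybg1*, *Crybg3*, *Cryz*, *Cryzl2* and *Cryl1*, were listed for both culture conditions, at very different levels. *Cryab* had between 2233 and 5689 reads in the 2D and between 4663 and 5281 reads in the 3D samples. *Cryz* (chromosome 3, 154596711 to 154623182) had 6.11 ± 0.30 log2 CPM in 2D and 6.63 ± 0.17 in 3D (SD, n = 4 each). *Crybg1* had 3.85 ± 0.31 log2 CPM in 2D and 2.76 ± 0.34 in 3D, *Crybg3* had 3.36 ± 0.28 and 2.42 ± 0.34, and *Cryl1* had 3.49 ± 0.45 and 3.26 ± 0.34 (SD, n = 4 each). *Cryzl2* had between 61 and 75 reads in the 3D and between 2 and 52 reads in the 2D samples. Of the sequences of 50 nt in the last 300 nt of its transcript, 15.9% also occur in other genes, so that its counts are uncertain. None of the 7 genes differed between 3D and 2D at the thresholds used, whereas 1 of them, *Crybg1*, was called as reduced with the p-values adjusted over this list alone. Their adjusted p-values lay between 0.0153 for *Crybg1* and 0.595 for *Cryl1*.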

Terrell and colleagues [23] showed that various α and βγ crystallin transcripts (*Cryaa*, *Cryab*, *Cryba4* and *Crygs*) are expressed in 21EM15 cells. Using 3′ end RNAseq, we could confirm the expressions of *Cryab* and *Cryba4* but were unable to confirm the presence of *Cryaa* and *Crygs* in 2D or 3D 21EM15 cells. This may be related to the different methods used (Microarray vs. 3′ end RNA-seq) [23]. Nevertheless, both studies show that *Cryba4* is expressed in these cells. These findings, along with the property of CRYBA4 protein to form homodimers, suggest that it likely makes a key contribution toward the refractive properties observed in the organoids. This is further likely because transcripts encoding gamma crystallins (*Cryga*, *Crygb*, *Crygc*, *Crygd* and *Cryge*)—which are the other major contributors for transparency in the developing lens—are not significantly expressed in these cells. 

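*Cryba4* (chromosome 5, 112246493 to 112252518) had 0.89 ± 0.85 log2 CPM in 2D and 0.00 ± 0.57 in 3D (SD, n = 4 each). This corresponded to between 8 and 33 reads per 2D sample and between 3 and 11 reads per 3D sample, the latter reaching down to the limit of 3 reads. The log2 fold change of -0.89 (standard error 0.53, adjusted p = 0.26 from limma) was within the spread between the samples. *Cryaa* and *Crygs* were not among the 11677 genes listed for the cultures, which leave out genes that the authors removed for low counts.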

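*Cryga*, *Crygb*, *Crygc*, *Crygd* and *Cryge* were not listed for the 2D and 3D cultures, nor for the microdissected regions with their 11299 genes. Since genes with low counts had been removed by the authors before, the number of reads on these genes, which can be above 0, is not known here.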

Interestingly, this suggests that the lens organoids exhibit a gene expression strategy for transparency (i.e., high *Cryba4*) that is observed in later stages in the lens. Further, while they are expressed, other crystallin encoding genes such as *Crybg1* and *Crybg3* are less likely to contribute to the refractive properties of the organoids based on previous findings [49,50]. Thus, our transcriptome expression analysis of 2D and 3D cultures, in addition to previous expression microarray data on the 21EM15 cell line [23] as well as the established knowledge on the function of several crystallins [51,52,53,54,55,56,57,58,59] offer an explanation toward the basis of refractive properties in these organoids. More importantly, these results also indicate that a subset of genes associated with lens development and fiber cell differentiation are induced under 3D culture conditions (Figure 2D). 

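Of *Six3*, *Cp*, *Cryab*, *Crim1*, *Nupr1* and *Dkk3*, 3 genes were called as elevated in the 3D samples. *Cp* had 4.66 ± 1.38 log2 CPM in 2D (SD, n = 4), and its log2 fold change was 3.84 (standard error 0.54, adjusted p = 0.00183 from limma). *Nupr1* had 6.99 ± 0.51 log2 CPM in 2D (SD, n = 4) and a log2 fold change of 2.50 (standard error 0.25, adjusted p = 0.000513). *Dkk3* had 7.58 ± 1.02 log2 CPM in 2D (SD, n = 4) and a log2 fold change of 2.39 (standard error 0.40, adjusted p = 0.00368). The call of *Nupr1* was kept in each of the 8 fits that left out one sample, whereas those of *Cp* and *Dkk3* were lost in 2 and 5 of them. *Six3* had a log2 fold change of 0.48 (standard error 0.13, adjusted p = 0.0267) and its 2D and 3D values did not overlap. *Cryab* had a log2 fold change of 0.69 (standard error 0.23, adjusted p = 0.0628), with overlapping values. For *Crim1*, the log2 fold change of 0.09 (standard error 0.16, adjusted p = 0.74) was smaller than the spread between samples.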

Among this set of genes, we found *Six3*, a well-characterized lens development gene [60]; *Cp*, which is typically expressed in lens epithelium [61]; *Cryab*, *Crim1* and *Nupr1*, which are expressed in lens fiber cells [26,32,61,62] and *Dkk3*, which is a component of the Wnt signaling pathway involved in lens development [62] (Figure 2B). An RNA-seq analysis also shows that the genes elevated in the external region of the lens organoids are enriched for candidates that are related to the cell cycle function (*Ccna2*, *Ccnb1*, *Ccnb2*, *Ccnd1*, *Ccne2*, *Cdc20* and *Cdk1*), whereas those elevated in the internal region are enriched for candidates involved in the Pax6 regulatory pathway (*Cap2* and *Meis1*), Notch and Wnt signaling (*Jag1*, *Wls* and *Fzd6*), Maf pathway (*Maf* and *Eya1*), lens fiber cell morphology and physiology (*Ank2*, *Atp1b1*, *Prox1* and *Tdrd7*) and organelle degradation (*Hsf4* and *Fundc1*) (Figure 3F and Supplemental Table S2). These results are relevant to lens organization, as the anterior epithelium is involved in lens growth and the cortex is the place where fiber cells progressively differentiate [3,4].

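Among the genes of the Pax6 pathway, *Meis1* (chromosome 11, 18879817 to 19018985) had 6.98 ± 0.31 log2 CPM in the internal (SD, n = 4) and 5.89 ± 0.40 in the external region (SD, n = 3), a log2 fold change of 1.09 (standard error 0.20, adjusted p = 0.000367 from limma). *Cap2* had the same log2 fold change of 1.09 with a larger standard error of 0.28 (adjusted p = 0.00589). *Wls* had a log2 fold change of 1.07 (standard error 0.14, adjusted p = 6.55e-06) and *Fzd6* of 1.07 (standard error 0.21, adjusted p = 0.000523). These fold changes were close to the threshold of 1, and the calls of *Cap2*, *Fzd6*, *Meis1* and *Wls* were lost in 5, 3, 2 and 1 of the 7 fits that each left out one sample. *Cap2* also lost its call with the replicate number as a block (adjusted p = 0.029). *Wls* was lowest in the internal replicate 3, with 9.43 log2 CPM against 9.59 to 9.62 in the other internal samples. From the overlap of the DEGs with genes enriched in microdissected lens epithelium and fiber cells, which were not analysed here, the paper concludes that the internal region resembles lens fiber cells and the external region lens epithelial cells.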

Accordingly, KI67 staining shows that only the external cells are proliferative (Figure 3D). We also found the outermost region to be positive for Laminin staining (Figure 4A). Laminin is a glycoprotein specific of basal lamina. It is present in the capsule, a cell-free structure around the lens [35]. In 21EM15 organoids, Laminin appears to be secreted by cells in the first two or three layers that are encompassed into this extracellular matrix. We were unable to detect E-cadherin or FOXE3 labeling in these external-most cell layers, suggesting that organoid epithelial cells do not fully recapitulate properties of lens anterior epithelium, which express E-cadherin or FOXE3 [63,64] (data not shown). This suggests that while 21EM15 cells are able to proliferate or enter the early stages of fiber cell differentiation, they cannot become true epithelial cells in the culture conditions that we used. One possible explanation relates to the fact that 21EM15 cells were likely selected based on their ability to proliferate rapidly [23]. Although it is now established that the anterior epithelium contains stem cells [2,22], the 21EM15 cells probably originate from the germinative zone and are therefore engaged in the early stages of the fiber cell differentiation process, preventing them from committing to the epithelial fate. Interestingly, they express *Pax6* and *Bmi1*, which are required for lens epithelial cells to regenerate a functional lens [22], but also typical stem cell marker genes like *Nes*, *Chrd*, *Sox4, Sox9, Sox12* and *Klf4* [23]. They are also able to spontaneously form lentoid bodies [23,24]. Finally, we show here, based on a histological analysis, that symmetry is broken in 3D 21EM15 cell cultures (Figure 3A, Figure 4 and Figure 5). Symmetry breaking is a general hallmark of organoid development [31,32,33]. Taken together, these observations suggest that 21EM15 cells possess stem cell-like properties accounting for their ability to form lens organoids.

A key property of lens fiber cells is the elimination of organelles, as they are potential sources of light scattering. We tested if this also applies to the core region of 21EM15 organoids. Several gene regulatory networks involved in autophagy or nuclear degradation in the lens have been identified [38,65]. One of them involves the transcription factor HSF4, a major regulator of membrane organelle degradation in the lens [39,43,66,67]. Accordingly, we found in immunostaining experiments that HSF4 is more abundant in the core than in the peripheral region of the organoid (Figure 5E). At the RNA level, *Bnip3l*, *Lamp1*, *Fundc1* and *Smurf1*, which are also involved in organelle degradation [38,65], also exhibit elevated expression in the core region compared to the outer region of organoids (Supplemental Table S2). 

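*Bnip3l*, *Fundc1*, *Lamp1* and *Smurf1* had higher values in each of the 4 internal than in each of the 3 external samples. *Fundc1* (chromosome X, 17556564 to 17572325) had 5.85 ± 0.14 log2 CPM in the internal (SD, n = 4) and 4.55 ± 0.39 in the external region (SD, n = 3). Its log2 fold change was 1.30 (standard error 0.23, adjusted p = 0.000226 from limma), and it was called in each of the 7 fits that left out one sample. The differences of the other 3 genes were smaller and were not past the thresholds. *Smurf1* (chromosome 5, 144876495 to 144965847) had a log2 fold change of 0.59 (standard error 0.18, adjusted p = 0.0193), *Bnip3l* (chromosome 14, 66985239 to 67008877) of 0.55 (standard error 0.18, adjusted p = 0.0335) and *Lamp1* (chromosome 8, 13159161 to 13175338) of 0.48 (standard error 0.14, adjusted p = 0.0131).

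**Figure D3:**
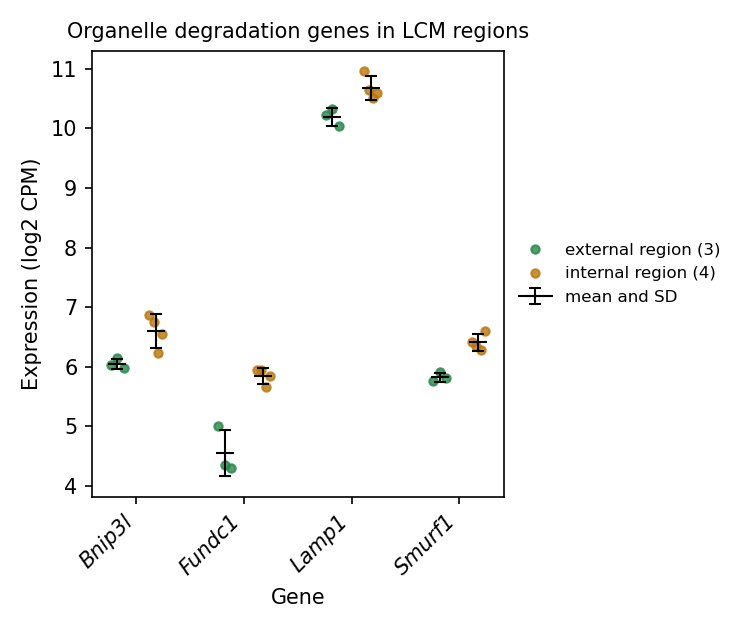
Expression of *Bnip3l*, *Fundc1*, *Lamp1* and *Smurf1* (x axis) in log2 CPM (y axis). Each point is one sample, with the 3 external samples in green and the 4 internal samples in orange, and bars show the mean and SD. The distance between the groups is largest for *Fundc1*, at 1.30 log2 CPM.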

The high expression of these genes is accompanied by an apparently complete degradation of the mitochondria, as inferred from the loss of TOMM20 staining, which is a mitochondrial marker that is commonly used to assess mitophagy in various cell types including lens fiber cells [38,41,68] (Figure 5D). The shape of the nuclei is also strongly affected in the organoid core, with some nuclei clearly showing a pyknosis-like appearance (Figure 5B). Pyknotic nuclei are characteristic of various types of terminal cell differentiation processes requiring nucleus degradation, as in red cells or lens fiber cells [69]. In addition to organelle degradation, fiber cell differentiation is also featured by a strong expression of crystallins, which involves PAX6 and, to some extent, HSF4 [34]. αB-Crystallin (*Cryab*) is poorly expressed in the outer region, whereas it is enriched in the central region where *Pax6* is expressed, as revealed by both 3′ end RNAseq on laser-microdissected regions (Supplemental Table S2; FDR = 0.03) and IF (Figure 4D). This is similar to the expression pattern of αb-Crystallin in wild-type lenses, wherein it is high in fiber cells compared to epithelial cells in later stages of development [30]. 

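*Cryab* had 8.67 ± 0.28 log2 CPM in the internal (SD, n = 4) and 8.24 ± 0.08 in the external samples (SD, n = 3), which corresponded to between 1079 and 1789 reads per external sample. The log2 fold change was 0.43 (standard error 0.15, adjusted p = 0.041 from limma), and each internal sample was above each external sample. *Pax6* (chromosome 2, 105668900 to 105697364) had 7.65 ± 0.22 log2 CPM in the internal (SD, n = 4) and 7.00 ± 0.27 in the external samples (SD, n = 3), a log2 fold change of 0.65 (standard error 0.17, adjusted p = 0.00601). With each sample left out in turn, the adjusted p lay between 0.0212 and 0.136 for *Cryab* and between 0.0031 and 0.0598 for *Pax6*.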

Together, these data show that, while the outermost layers of 21EM15 organoids resemble lens epithelial cells, their core regions resemble fiber cells.

In the lens, the transition zone is the area where cells of the anterior epithelium exit the cell cycle and begin differentiation into fiber cells that contribute to the bulk of the lens tissue. Beyond the transition zone, the cells sequentially elongate and degrade their organelles while expressing key lens development master genes. We were unable to profile the transcriptome of the intermediate region of 21EM15 organoids due to technical limitations in laser microdissection. However, we gained significant insights into this zone via the immunostaining of PAX6, JAG1 and PROX1 (Figure 4). These key genes function to orchestrate the development of these different regions of the lens [1,70]. The function of JAG1 is to keep epithelial cells from the germinative zone undifferentiated and to make sure they keep proliferating by activating Notch signaling [66,67,70]. PAX6 and PROX1, respectively, trigger cell cycle exit and are associated with the expression of crystallins and cell elongation during secondary fiber cell differentiation [68,71,72,73,74]. PROX1 exhibits dynamic expression and localization in lens cells. PROX1 is first located in the cytoplasm in the anterior epithelium, and then becomes nuclear in the transition zone, where it is involved in orchestrating fiber cell elongation and differentiation [36,73]. 21EM15 organoids show an interesting distribution of these three key genes. JAG1 is consistently localized in the lateral regions and severely reduced near the central axis, in contrast to PAX6, which is highly expressed in a ring-like manner surrounding the organoid core and in the central axis. The changes in PROX1 localization seem to recapitulate its endogenous lens expression. While there is diffused cytoplasmic labeling of PROX1 in the *Jag1*-expressing region, PROX1 becomes nuclear along the central axis, a region where *Pax6* is quite highly expressed. It is interesting to note that the cells that exhibit nuclear PROX1 are located in the area where the cells are the most elongated, indicating that the organoids recapitulate this functional aspect of PROX1, similar to endogenous lens development (Figure 3A right and Figure 4B).

From a developmental point of view, 21EM15 organoids do not form the lens vesicle that is typical of mammals, and their development is more reminiscent of what happens in the fish eye [75]. This is probably due to the fact that the environment of the organoid is very simplified compared with what happens in the whole eye. Nevertheless, the fact that differentiation events occur, and that the expression of key lens genes is spatially regulated, accompanied by significant cellular changes (nuclei and mitochondria), makes this system a valuable tool for more in-depth studies. In particular, it could be used to understand the signaling pathways responsible for the cell polarity of the lens, its morphological asymmetry and the acquisition of its optical properties.

Overall, these results show that 21EM15 organoids recapitulate several aspects of lens organization, gene expression profiles, biological processes or optical properties. We therefore summarized these data in a model (Figure 7). In this model, we were unable to formally identify a canonical epithelium. We termed the outermost zone comprising the first layers of cells that are proliferative and are embedded in Laminin as the “capsuloid”. The capsuloid likely corresponds to the fusion of the capsule and the germinative zone of the lens epithelium. The lateral region expressing *Jag1* and *Ki67* is probably a mix of more or less proliferating cells (as indicated by their expression of *Ki67*) and early differentiating cells (expressing *Jag1*). Although cells from the germinative zone do not express *Jag1*, it is tempting to compare this region of the organoid to the germinative zone in the lens, where cells that express *Jag1* would prevent cell cycle exit and the fiber cell differentiation of proliferating cells. In a more internal region, between the germinative zone and the central axis of the organoid, cells begin to express *Pax6* and *Cryab*, and PROX1 becomes nuclear. This region is characteristic of the transition zone in endogenous lens development, where the cells progressively engage in the process of fiber cell differentiation. Interestingly, along the central axis and around the organoid nucleus, the cells no longer express *Jag1*. However, these cells still express *Pax6*, PROX1 is nuclear, and most importantly, exhibits elongation (Figure 4B). Cells in the central-most region exhibit a very intensely stained “pink” cytoplasm in histological analysis, reminiscent of the lens, with pyknotic nuclei and strong expressions of *Hsf4* and *Cryab*. They also show features that are consistent with the degradation of their organelles (loss of Lamin B, TOMM20 and Fibrillarin markers). All of these data suggest ongoing cellular and molecular processes in the lens organoids that contribute to transparency.

Finally, we addressed the suitability of 21EM15 organoids as a tool for studying lens opacity or cataracts (Figure 6). We observed that two previously established treatments to induce cataract, namely, the exposure to H_2_O_2_ and NaCl, are also able to induce opacity in 21EM15 organoids. This is significant, as previously, H_2_O_2_ was shown to model the events leading to age-related cataract [76,77,78]. Further, treatment with hyperosmotic NaCl was shown to trigger osmotic stress and disrupt the fluid balance of lens, which is frequently associated with dry eye disease and diabetic cataracts [79,80,81]. Thus, 21EM15 organoids could be applied to further understand how these processes induce cataract. Finally, we also observed that the knockdown of the cataract-linked RNA-binding protein encoding gene, *Celf1*, reduces 21EM15 organoids’ transparency and light-focusing properties. CELF1 is involved in the regulation of mRNA splicing, stability or translation [82], and its inactivation in mice leads to the misregulation of post-transcriptional gene expression control in the lens and cataract [46,47,83]. These results indicate that 21EM15 organoids respond to cataractogenic conditions that are representative of a wide range of lens-related etiologies (e.g., age-related cataract, diabetic cataract and genetic cataract) and thus can be used to further advance knowledge on lens pathology.

## 5. Conclusions

In conclusion, our work presents a new mouse organoid model that is effective and easy to set up and does not require the development of technical skills in stem cell culture. For a limited investment, both in terms of technique and time, this allows us to relatively rapidly obtain lens organoids that recapitulate specific aspects of lens biology, with the added possibility of performing a functional genetic analysis in a cost-effective manner. The 21EM15 organoids therefore provide the lens community with a compelling new model to improve the understanding of lens biology. Cataract remains a major public health problem that is currently only treated with surgery. It would therefore be interesting to develop drug treatments, particularly in order to offer alternatives to populations in countries that do not have ready access to surgery, or to prevent cataract formation in populations exposed to cataractogenic conditions. From a clinical point of view, these lens organoids should make it possible to develop screens to identify compounds that impact the prevention and/or treatment of cataracts.

## Figures and Tables

**Figure 1:**
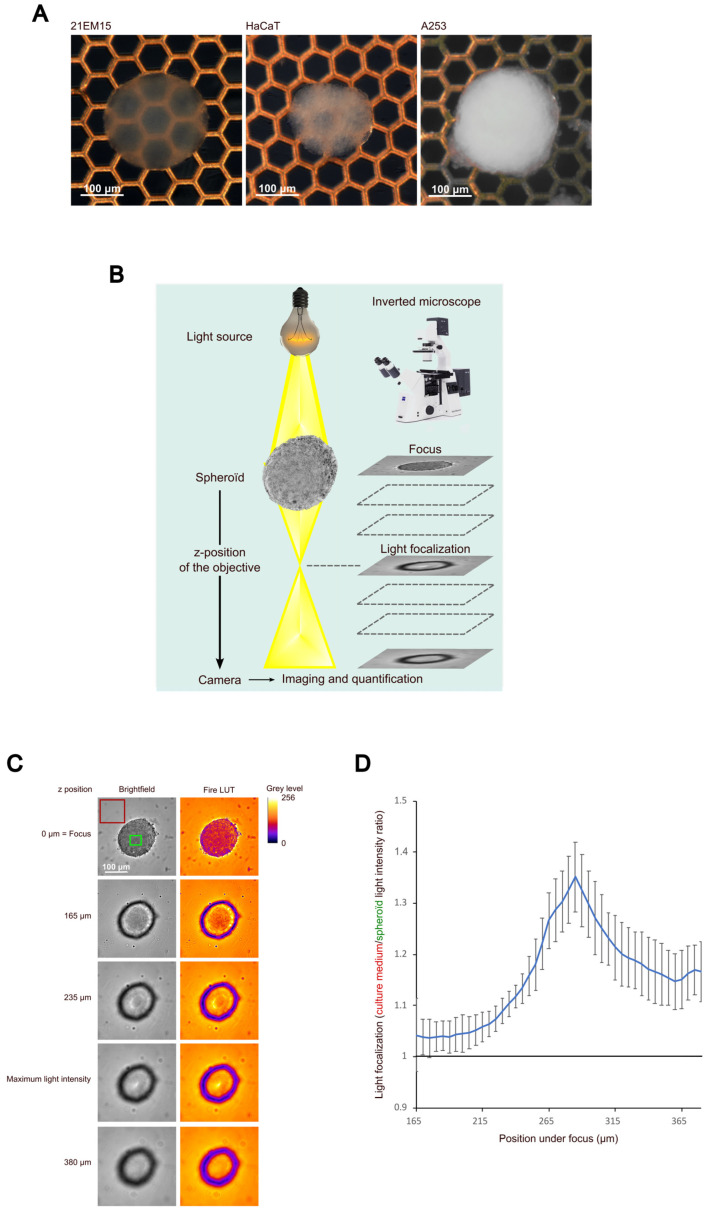
21EM15 spheroids are transparent and can focus light. (**A**) Macroscopic views of 10-day old 21EM15, HaCaT or A253 spheroids formed with 10,000 cells. The electron microscopy grid allows for the evaluation of transparency. (**B**) Schematic of the imaging setup for quantifying the light-focusing ability of spheroids. (**C**) Microscopic images of a 21EM15 spheroid showing its ability to transmit and focus light. The mean intensity of light transmitted by the medium, and the maximum intensity of light transmitted by the spheroid used for quantification are, respectively, indicated by the red and the green squares. (**D**) Graph showing the light-focusing ability of the 21EM15 spheroids calculated as the ratio between the mean intensity measured in the red square and the maximum intensity measured in the green square. This graph is representative of 5 independent experiments with *n* = 12 spheroids for each experiment. Error bars represent standard deviations. All spheroids were generated from 10,000 cells.

**Figure 2:**
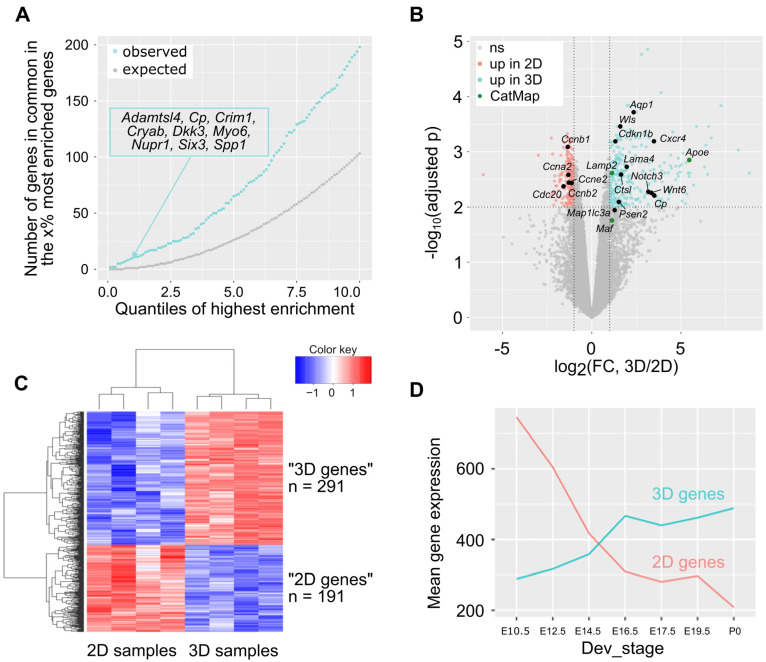
Growing 21EM15 cells in 3D culture conditions captures aspects of gene expression in lens development. (**A**) We ranked all the genes expressed in mouse E14.5 lens and in 21EM15 3D cultures (*n* = 10,320) based on lens enrichment (expression in the lens compared to whole body) as described in [28]. We separately listed the percentages (x%) of the most enriched genes in the lens and in 3D cultures for several x values ranging from 0 to 10 (X-axis). For each x value, we retrieved the genes in common between the x% of most enriched genes in lens and the x% of most enriched genes in 3D cultures. The Y-axis shows the number of shared genes for each x value. Blue represents the observed number. Grey represents the number expected if enrichment in 3D 21EM15 cultures is independent from enrichment in E14.5 lenses. The inset is the list of genes that are in both the 1% most enriched genes in 3D 21EM15 cultures and in the 1% most enriched genes in E14.5 lenses. (**B**) Volcano plot showing the statistical significance (Benjamini–Hochberg-adjusted *p*-value; −log10 scale) against the fold change (log2 scale) of the expression in 2D and 3D samples. This analysis identifies 482 differentially expressed genes (FDR < 0.01 and log2(FC) > 1 in absolute value), among which 291 are upregulated in 3D samples and 191 are upregulated in 2D samples. Genes that are found to be linked to cataract in the Cat-Map database are indicated. (**C**) Heat map of differentially expressed genes in 21EM15 spheroids (3D samples) and 21EM15 2D cultures. (**D**) Mean expression of the 191 “2D genes” and the 291 “3D genes” throughout lens development. (**A**,**D**) data for gene expression in lens are from iSyTE 2.0 [28].

**Figure 3:**
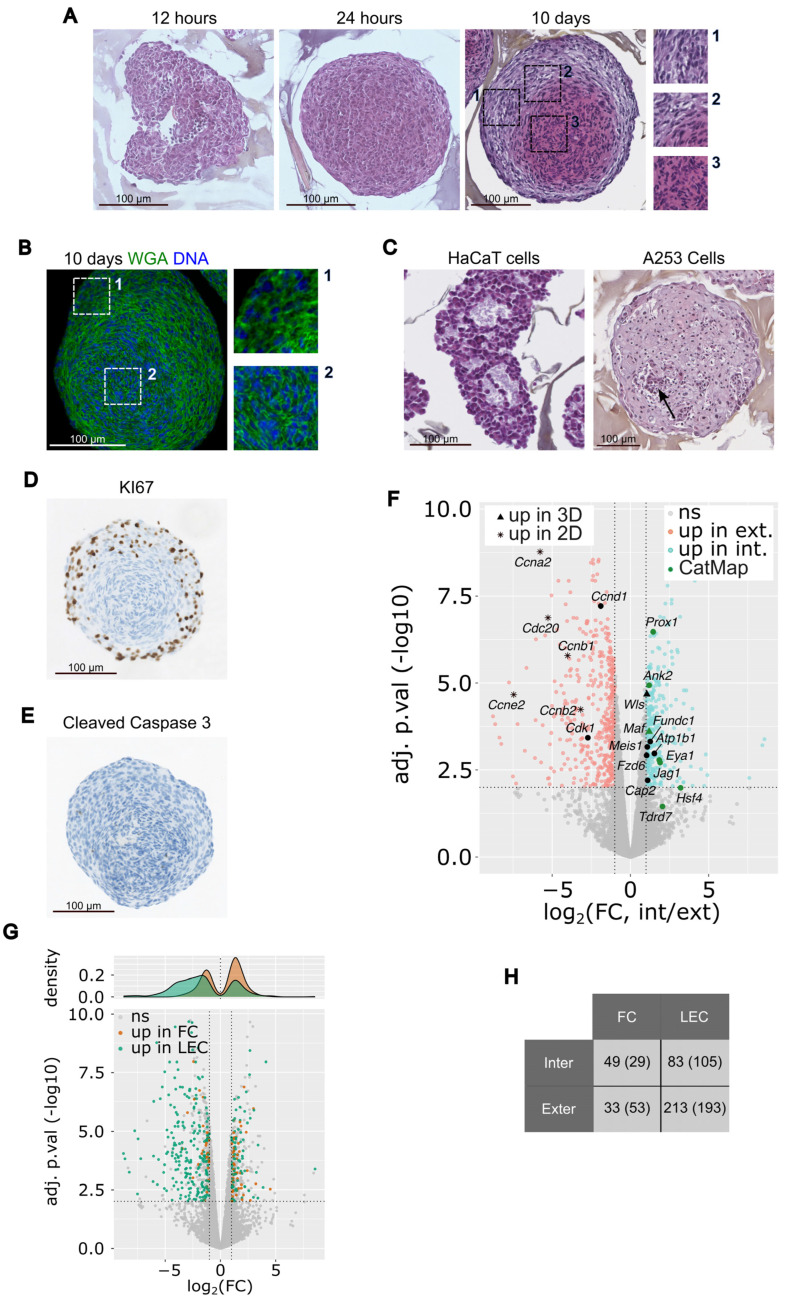
21EM15 LECs 3D cultures differentiate to form multilayered lens organoids. (**A**) Histological analysis of 21EM15 spheroids grown for 12 h, 24 h or 10 days, stained with Hematoxylin, Eosin and Safran (HES). The insets show the three different histological regions. (**B**) Microscopic image of a 21EM15 spheroid stained with Wheat Germ Agglutinin (WGA) to show distinct cellular boundaries. Insets show details of the outer (1) or inner regions (2). (**C**) Histological analysis of HaCaT or A253 spheroids grown for 10 days (HES staining). The arrow shows a necrotic region. (**D**) Histological analysis showing the localization of KI67 in a 10-day-old 21EM15 spheroid. (**E**) Cleaved Caspase 3 staining of 10-day-old 21EM15 spheroid, revealing an absence of cells undergoing apoptosis. For (**A**–**E**), data are representative of at least 3 independent experiments; *n* = 30 organoids. (**F**) Volcano plot showing the statistical significance (Benjamini–Hochberg-adjusted *p*-value; −log10 scale) against the fold change (FC; log2 scale) of the expression in internal and external regions microdissected from 21EM15 spheroids. This analysis identifies 793 differentially expressed genes (FDR < 0.01 and log2(FC) > 1 in absolute values), among which 328 are upregulated in internal regions and 465 are upregulated in external regions. “Up in 2D” and “Up in 3D” correspond to genes, respectively, upregulated in 2D culture or upregulated in 3D culture in Figure 2B. Black solid symbols correspond to genes that are of particular significance regarding the lens. (**G**) Lower panel, same volcano plot as in F, with genes that are overexpressed in microdissected lens epithelial cells (LEC) and fiber cells (FC) [30] colored in green and orange, respectively. Higher panel, density plot showing the distribution of fold changes (log2 scale) for FC and LEC genes. (**H**) Contingency table showing the number of genes that are enriched in FC or LEC compared to internal and external regions. The numbers in the brackets represent the value that is expected in the event that the enrichment in FC or LEC is unrelated to the enrichment in internal or external regions, respectively. The difference between the expected and the observed value indicates that a higher number of genes than expected are found to be enriched both in FC and internal regions, as well as in LEC and external regions.

**Figure 4:**
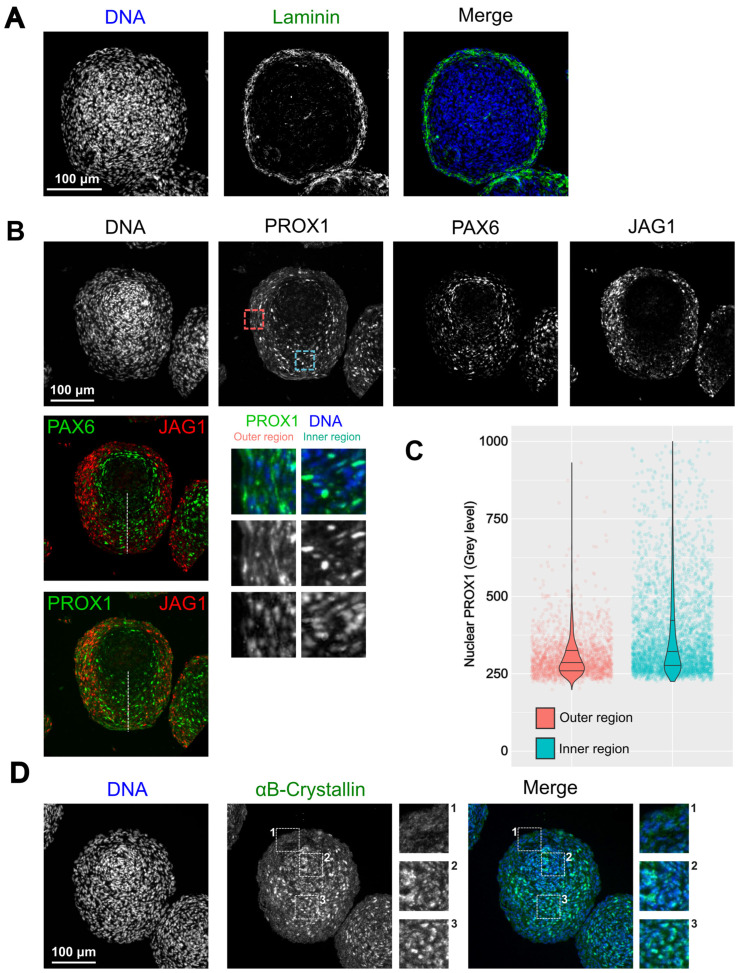
Morphological organization of 21EM15 organoids partially recapitulates eye lens patterning. (**A**) Immunofluorescence (IF) microscopy reveals the localization of Laminin on the outer region of the organoid. (**B**) Multiplex microscopic images indicate the localization of the expressed proteins, PAX6, PROX1 and JAG1. The red and blue squares correspond to the typical areas (respectively, the outer and inner regions) used to display the magnification insets presented below the grey level image of PROX1 and to quantify the PROX1 nuclear labeling shown in (**C**). The white dashed line symbolizes the central axis of the organoid. (**C**) Violin plots combined with jittered scattered plots showing that PROX1 is enriched in the nuclei of cells located in the inner region. This graph is representative of three independent experiments; *n* = 30 organoids. *p* < 2.2 × 10^−16^; Wilcoxon rank sum test with continuity correction. (**D**) IF images showing the localization of αB-Crystallin. Insets show the enlargement of the outer region, the central axis and the core of the organoid. Data are representative of at least three independent experiments; *n* = 30 organoids.

**Figure 5:**
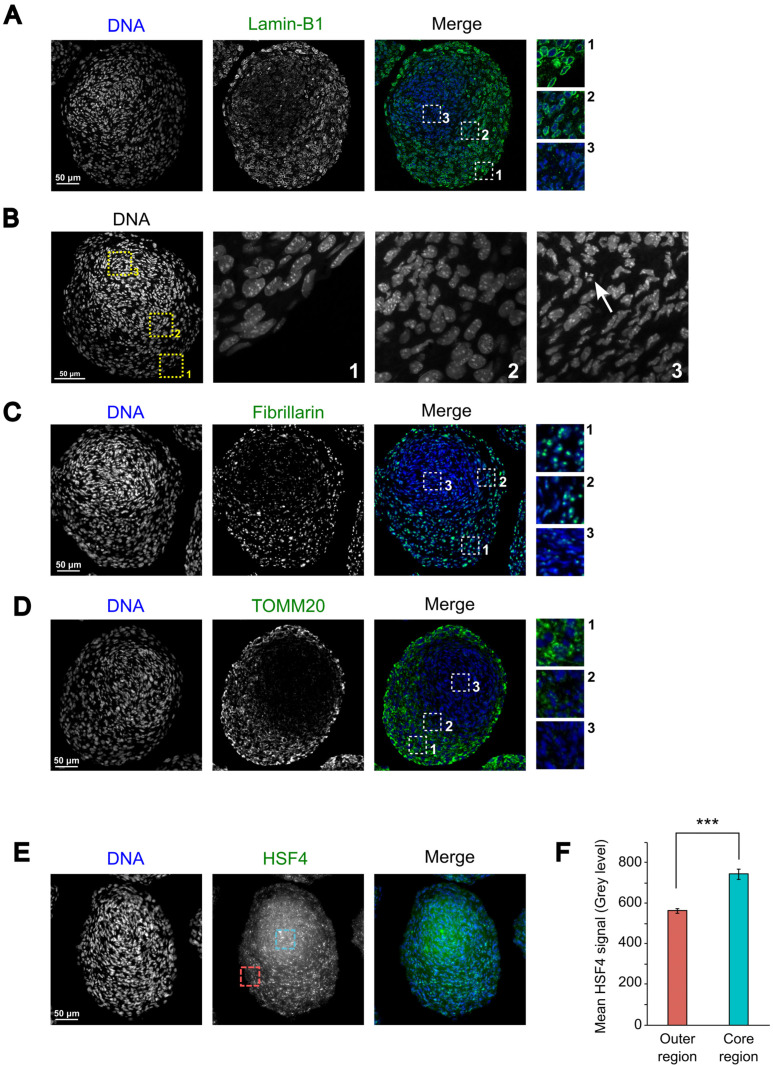
Cells located in the core of lens organoid are engaged in a process of organelle degradation. (**A**) IF microscopy images of 10-day-old lens organoid showing the localization of Lamin-B1. (**B**) Microscopy images showing the appearance of nuclei in three different areas of an organoid. The arrow points out a nucleus with pyknotic features. (**C**) Nuclei located in the core of the organoid show reduced transcriptional activity, as evidenced by decreased levels of Fibrillarin, which has previously been used as a marker of the transcriptional state of lens fiber cells. (**D**) The decrease in TOMM20 labeling indicates that the organoid core cells are engaged in mitochondrial degradation. (**E**) IF microscopy images showing the localization of HSF4. The red and blue squares correspond to the typical areas (respectively, the outer and inner regions) used to quantify the HSF4 mean signal quantified in (**F**). (**F**) Histogram presenting the quantification of the mean HSF4 signal in the outer and core regions of the organoids. This graph is representative of three independent experiments; *n* = 30 organoids. Asterisks indicate a *p*-value of <0.001. Error bars represent standard deviations.

**Figure 6:**
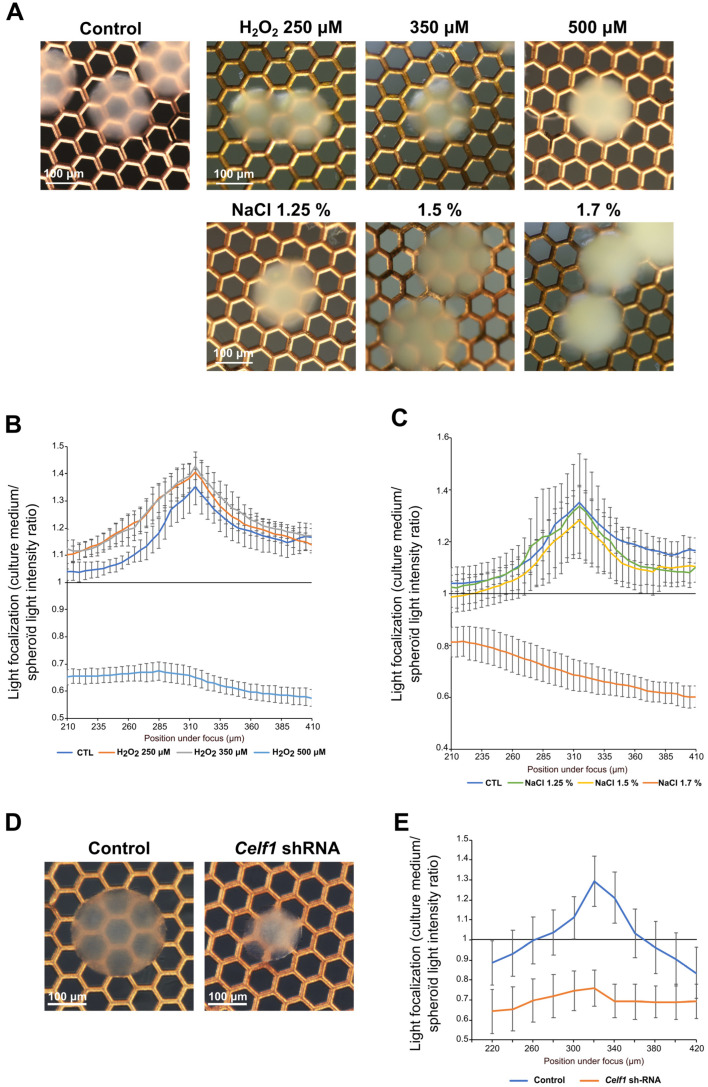
21EM15 lens organoids can be induced to develop opacity. (**A**) Macroscopic views of 10-day-old lens organoids treated with the indicated concentrations of H_2_O_2_ or NaCl. The electron microscopy grid allows for the evaluation of transparency. (**B**) Graph showing the light-focusing ability of the 21EM15 lens organoids treated with increasing concentrations of H_2_O_2_. (**C**) Graph showing the light-focusing ability of the 21EM15 lens organoids treated with increasing concentrations of NaCl. (**D**) Macroscopic views of lens organoids expressing control or *Celf1*-targeting shRNA. The electron microscopy grid allows for the evaluation of transparency. (**E**) Graph showing the light-focusing ability of the 21EM15 lens organoids expressing control or *Celf1*-targeting shRNA. Graphs B, C and E are representative of three independent experiments with *n* = 12 organoids that are 10 days old for each experiment. Error bars represent standard deviations.

**Figure 7:**
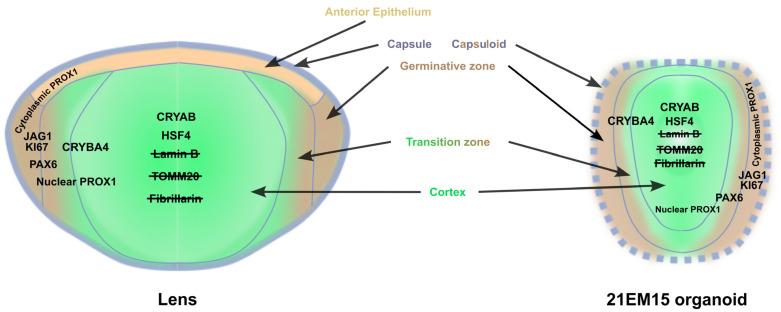
Model for 21EM15 lens organoid organization. This model shows that, unlike the lens, 21EM15 organoids lack the typical lens capsule and anterior epithelium. Instead, there is a zone that we term “capsuloid”, comprising the outer layers of proliferative cells embedded in a Laminin layer. Further inwards and from the outside in, 21EM15 organoids recapitulate several aspects of the organization of the lens, with a region corresponding to the germinal zone, where *Ki67* and *Jag1* are expressed, followed by a transition zone that expresses *Pax6* and where PROX1 progressively becomes nuclear. Along the central axis of the organoid, PROX1 is predominantly nuclear, and cells progressively degrade their organelles, such as nuclei (loss of Lamin B and Fibrillarin) and mitochondria (loss of TOMM20 signal), and begin to express *Hsf4* and *Cryab*. These events correspond closely to those described in the normal lens cortex.

## Data Availability

The RNA-seq data are available on the NCBI Gene Expression Omnibus (GEO) database under GSE228547 series.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/cells12202478/s1, Figure S1: Growth pattern and light-focusing properties of 21EM15 spheroid. (A) Wide field microscopy images and histogram showing the qualitative and quantitative analysis of the growth of 21EM15 spheroids over time. Graph is representative of three independent experiments with *n* = 12 spheroids for each experiment. Error bars represent standard deviations. (B) Microscopic images of 21EM15 and HaCat spheroids. Organoids derived from HaCaT cells are not able to focus light compared to organoids derived from 21EM15 cells. The graph on the right is representative of three independent experiments with *n* = 12 spheroids for each experiment. Error bars represent standard deviations; Figure S2: Quality control of RNA-seq of 21EM15 3D and 2D cultures. (A) Principal Component Analysis (PCA) of RNA-sequencing (RNA-seq) datasets from lens culture. In the first dimension, the four samples from 3D cultures (blue) are grouped and separated from the four samples from 2D cultures (red). (B) Dendrogram based on RNA-seq data. The four 3D samples (spheroids, red) and the 2D samples (blue) segregate into distinct clusters; Figure S3: Quality control of RNA-seq of laser-captured microdissected 21EM15 spheroids. (A) Principal Component Analysis of gene expression. The four samples microdissected from internal regions cluster together. Three out of four samples microdissected from external regions cluster together, and are clearly separated from the samples microdissected from internal regions in the first dimension. The fourth external region sample differs from the three other ones and we removed it for subsequent analyses. (B) Heat map of the 793 DEGs, which separates “internal genes” from “external genes”; Table S1: Gene expression in 2D and 3D cultures, measured by 3′ end RNAseq. Columns B–D, gene identification (Ensembl ID, Entrez ID, and gene symbol). Columns E, logFC, log2(expression in 2D cultures/expression in 3D cultures). logCPM, log 2 counts per million. Column G, F, F-test. Column H, PValue, p-value for the expression in 2D and 3D culture, Student’s *t* test. Column I, FDR, adjusted p-value, Benjamini-Hochberg adjustment. Column J, CatMap, a boolean for the gene being present in the CatMap database. Columns K–N, WT_2D_1 to WT_2D_4, gene expression values in 4 2D samples. Columns O–R, WT_3D_1 to WT_3D_4, gene expression values in 4 3D samples. WT_3D_1 to WT_3D_4, gene expression values in 4 3D samples. Columns S–T, logCPM_WT_2D and logCPM_WT_3D, log 2 counts per million in 2D and 3D samples. Column U, gene description; Table S2: Gene expression in laser-microdissected external and internal regions. Columns B–D, gene identification (Ensembl ID, Entrez ID, and gene symbol). Columns E, logFC, log2(expression in internal region/expression in external region). logCPM, log 2 counts per million. Column G, F, F-test. Column H, PValue, *p*-value for the expression in internal and external regions, Student’s *t* test. Column I, FDR, adjusted *p*-value, Benjamini-Hochberg adjustment. Column J, CatMap, a boolean for the gene being present in the CatMap database. Columns K-N, µdiss_WT_Inter_1 to µdiss_WT_Inter_4, gene expression values in 4 internal regions. Columns O-Q, µdiss_WT_Exter_1 to µdiss_WT_Exter_3, gene expression values in 3 external regions. Columns R-S, logCPM_µdiss_WT_Inter and logCPM_µdiss_WT_Exter, log 2 counts per million in internal and external regions. Column T, gene description.

# Supplementary material for: Eye Lens Organoids Made Simple: Characterization of a New Three-Dimensional Organoid Model for Lens Development and Pathology
**Source:** Cells. 2023 Oct 18;12(20):2478. doi: 10.3390/cells12202478
**Supplement:** Supplementary file 1

## Legends to supplemental information

**Supplemental Table S1.** Gene expression in 2D and 3D cultures, measured by 3' end RNAseq. Columns B-D, gene identification (Ensembl ID, Entrez ID, and gene symbol). Columns E, logFC,  $\log_2(\text{expression in 2D cultures} / \text{expression in 3D cultures})$ . logCPM, log 2 counts per million. Column G, F, F-test. Column H, PValue, p-value for the expression in 2D and 3D culture, Student's t test. Column I, FDR, adjusted p-value, Benjamini-Hochberg adjustment. Column J, CatMap, a boolean for the gene being present in the CatMap database. Columns K-N, WT\_2D\_1 to WT\_2D\_4, gene expression values in 4 2D samples. Columns O-R, WT\_3D\_1 to WT\_3D\_4, gene expression values in 4 3D samples. WT\_3D\_1 to WT\_3D\_4, gene expression values in 4 3D samples. Columns S-T, logCPM\_WT\_2D and logCPM\_WT\_3D, log 2 counts per million in 2D and 3D samples. Column U, gene description.

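The fold change in this column is positive for genes that are higher in 2D, whereas the fold changes computed here from the sample columns are positive for genes that are higher in 3D. The sample columns hold log2 CPM values, which include a small prior count that keeps genes with 0 reads on the log scale.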

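The statistic that belongs to this p-value is the F statistic of the column before it. Among these values, the adjusted p-values of the authors' deposited table were used here only to count their DEGs and to set single genes beside the values computed from the sample columns.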

**Supplemental Table S2.** Gene expression in laser-microdissected external and internal regions. Columns B-D, gene identification (Ensembl ID, Entrez ID, and gene symbol). Columns E, logFC,  $\log_2(\text{expression in internal region} / \text{expression in external region})$ . logCPM, log 2 counts per million. Column G, F, F-test. Column H, PValue, p-value for the expression in internal and external regions, Student's t test. Column I, FDR, adjusted p-value, Benjamini-Hochberg adjustment. Column J, CatMap, a boolean for the gene being present in the CatMap database. Columns K-N,  $\mu\text{diss\_WT\_Inter\_1}$  to  $\mu\text{diss\_WT\_Inter\_4}$ , gene expression values in 4 internal regions. Columns O-Q,  $\mu\text{diss\_WT\_Exter\_1}$  to  $\mu\text{diss\_WT\_Exter\_3}$ , gene expression values in 3 external regions. Columns R-S, logCPM\_ $\mu\text{diss\_WT\_Inter}$  and logCPM\_ $\mu\text{diss\_WT\_Exter}$ , log 2 counts per million in internal and external regions. Column T, gene description.

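The expression values of the microdissected samples are log2 CPM that were scaled within this table, so that they can be compared between the internal and external samples but not directly with those of the 2D and 3D cultures.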

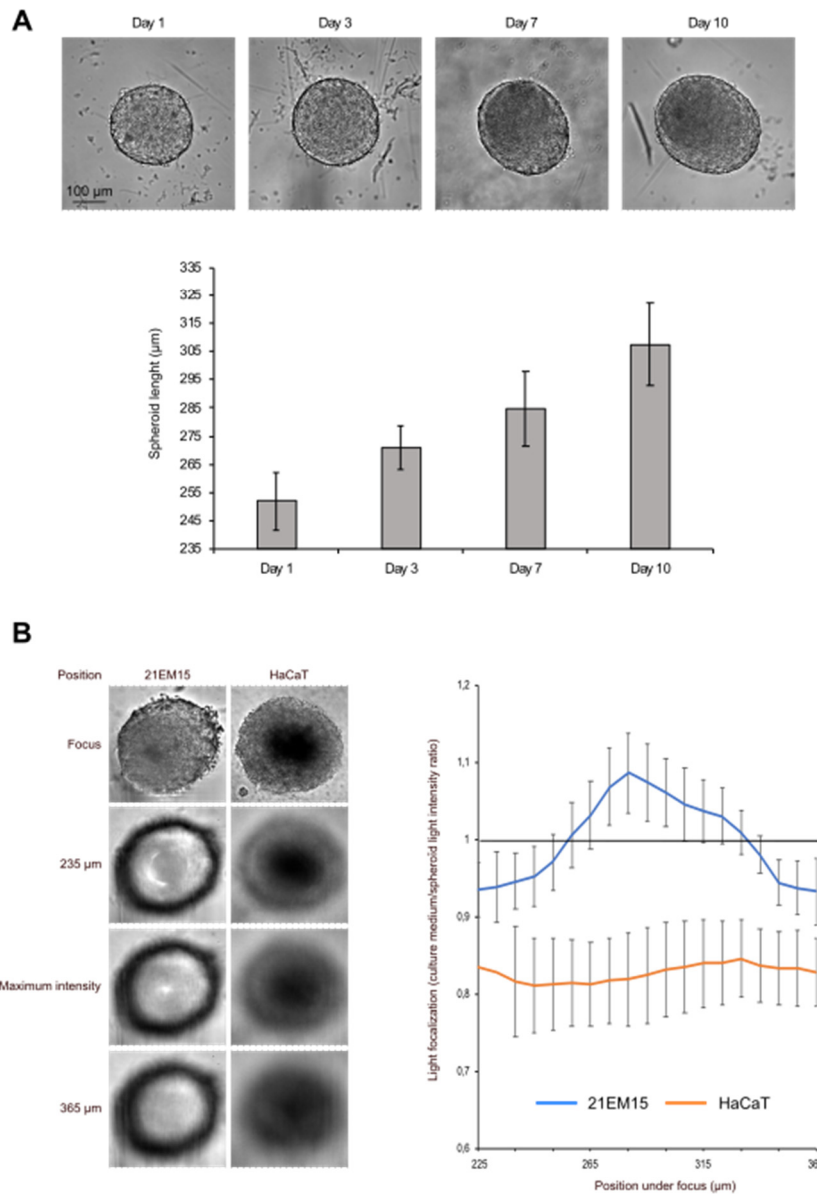

**Supplemental Figure S1.** Growth pattern and light-focusing properties of 21EM15 spheroid. **(A)** Wide field microscopy images and histogram showing the qualitative and quantitative analysis of the growth of 21EM15 spheroids over time. Graph is representative of three independent experiments with  $n=12$  spheroids for each experiment. Error bars represent standard deviations. **(B)** Microscopic

images of 21EM15 and HaCat spheroids. Organoids derived from HaCaT cells are not able to focus light compared to organoids derived from 21EM15 cells. The graph on the right is representative of three independent experiments with  $n=12$  spheroids for each experiment. Error bars represent standard deviations.

**A**

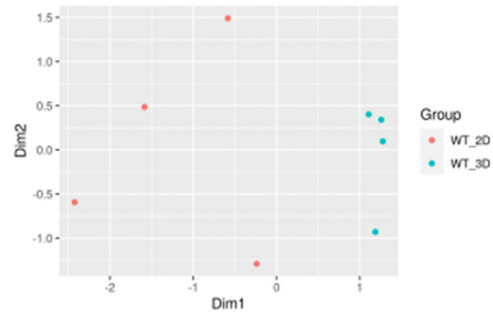

**B**

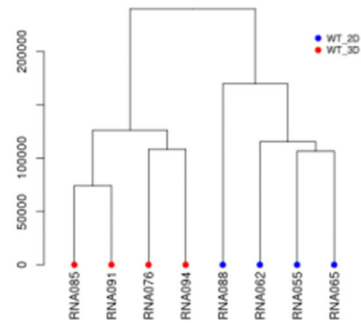

**Supplemental Figure S2.** Quality control of RNA-seq of 21EM15 3D and 2D cultures. (A) Principal Component Analysis (PCA) of RNA-sequencing (RNA-seq)

datasets from lens culture. In the first dimension, the four samples from 3D cultures (blue) are grouped and separated from the four samples from 2D cultures (red). **(B)** Dendrogram based on RNA-seq data. The four 3D samples (spheroids, red) and the 2D samples (blue) segregate into distinct clusters.

**A**

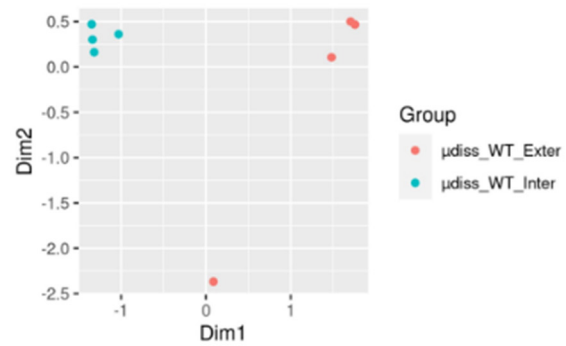

**B**

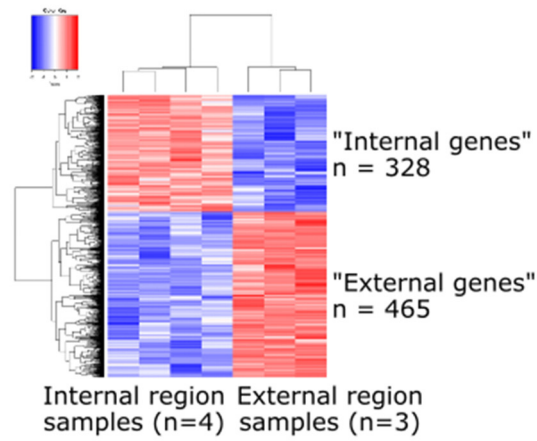

**Supplemental Figure S3.** Quality control of RNA-seq of laser-captured microdissected 21EM15 spheroids. **(A)** Principal Component Analysis of gene expression. The four samples microdissected from internal regions cluster

together. Three out of four samples microdissected from external regions cluster together, and are clearly separated from the samples microdissected from internal regions in the first dimension. The fourth external region sample differs from the three other ones and we removed it for subsequent analyses. **(B)** Heat map of the 793 DEGs, which separates "internal genes" from "external genes".

How the deposited data were processed for this re-analysis (not part of the article)

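RNA was measured by 3′ end sequencing in 15 samples of 21EM15 cells, a mouse lens epithelial line. There were 4 samples of 2D cultures, 4 of 3D spheroids, 4 of the internal region and 3 of the external region of spheroids isolated by laser capture microdissection. A further external sample that the paper set aside was not analysed here, nor were the lens and whole embryonic body data of iSyTE, the lens epithelium and fiber data, or the imaging data.

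The authors trimmed the reads, kept the sense orientation, aligned them with STAR to GRCm38.p6, counted uniquely mapped reads with featureCounts, removed genes with low CPM and tested the genes with edgeR. The paper's text does not name the annotation release. The expression values that the authors deposited are log2 CPM per sample, with a prior count that scales with library size (2.0 reads on average) and with library sizes scaled within each of 2 tables, one for the cultures (11677 genes) and one for the regions (11299 genes). The authors also deposited a log2 fold change, a p-value and an adjusted p-value per gene, and these were used only where the authors' deposited table is named. The 2 tables were normalized separately, so tests were made within a table.

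Whole read counts were recovered from the spacing of the deposited log2 values, for 100.0% of the values in both tables. The totals over the listed genes ranged from 7305053 to 9362587 reads in the cultures and from 4044230 to 11702504 in the regions. A count of 3 reads was taken as the smallest signal the depth can show, and it corresponded to between 0.248 and 0.802 CPM. In genes where one group lay at or under it, fold changes are lower bounds. Reads that are PCR copies of one molecule cannot be told apart, so these limits cover counting error only. The tests were made on the log2 values and not with a count model, because log2 CPM is the unit in which the data were deposited.

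Differential expression was tested with limma 3.58.1 in R 4.3.3, by linear models with empirical Bayes moderation and a variance trend, two-sided, with Benjamini-Hochberg adjustment over all genes of a table. Genes were called at an adjusted p under 0.01 and an absolute log2 fold change over 1, as in the paper's results section, while its methods section gives an adjusted p of 0.05. Fold changes are 3D minus 2D and internal minus external. Gene sets were tested with limma's camera with an inter-gene correlation of 0.01. Its p-values are not those of an exact test. For the cell cycle and hypoxia lists, the closing section counts how often other splits of the samples gave a median as large. For the interferon list it does so only for 3D against 2D, and for the cholesterol and mitochondrially encoded lists only for the regions. No such count is given for the lysosome, fibroblast and laminin lists. In all, 8 gene lists were tested in both comparisons, giving 16 tests. The list of interferon-stimulated genes was written after *Mx1*, *Gbp3* and *C4b* had been seen among the changes, and that of mitochondrially encoded genes after the values had been seen. The median fold change of a list was also compared with those of 10000 random lists, each gene being replaced by one of the 200 genes closest in mean expression. Principal component analysis used all genes of a table, centred per gene, with an exact permutation test of the scores. To test the effect of depth, the reads of internal samples were also thinned at random to the depth of the shallowest one. The other computations were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

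The genes named in the text are those the paper names for its RNA-seq data, those whose protein it locates in the organoids, and for each comparison and direction the 3 genes with the largest absolute log2 fold change among the calls whose groups do not overlap and whose mean is at least 2 log2 CPM in the higher group. This rule, the thresholds, the design of the tests and the lists of cell cycle, hypoxia, lysosome, cholesterol synthesis, fibroblast and laminin genes were set before the data were examined. *ND6*, *Mx1*, *Gbp3* and *C4b* were named after their values were seen. Of the Ensembl IDs, 11676 of 11677 and 11298 of 11299 were found in GENCODE vM21, from which the positions on GRCm38 were taken. Sequence shared between genes was searched as 50 nt stretches of the last 300 nt of the transcripts. Among the named genes searched, only *Cryzl2* and *Fbl* had such stretches.

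Samples were grouped by their condition and replicate number as labelled. The 2D and 3D samples carry the same replicate numbers, as do the internal and external samples apart from the internal replicate 4, and neither the labels nor the paper's text say whether these numbers pair the samples. All comparisons were therefore also made with the replicate number as a block. In the regions, the block takes up the values of the internal replicate 4, which then does not contribute to the fold changes. The other alternatives were no variance trend, a robust prior, an adjusted p of 0.05, no fold change threshold, minimum means of 1 and 3 log2 CPM, added pseudocounts of 1 and 5 CPM, centring on sample medians, quantile normalization, voom weights on the recovered reads, and leaving out each replicate in turn.

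The procedure was tested on simulated data with the real means and library sizes, in which 200 genes were changed. A further set of 100 genes was shifted together and is counted neither as changed nor as unchanged. In the cultures, 164 of the 200 genes were called, and 2 of 11377 unchanged genes. In the regions, 128 of the 200 were called, and 1 of 10999 unchanged genes. With the replicate block, 143 and 87 of the changed genes were called. The simulated samples had no shared effect of the replicate number, so that these counts do not show what the block does where samples are paired. The recovery of reads returned all 93416 and 79093 simulated values.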

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

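Of the tests in this part, those of transcript length in the genes low in the samples numbered 2, of GC content in the genes without reads in the 2D replicate 3, of GC content in the 3 gene sets, of external tissue and of reads thinned to equal depth in the internal replicate 3 and of the 8 comparable splits for the mitochondrial genes were chosen before their results were seen, and the others were chosen only after the result was seen.

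In 11 of the 117 groups of 4 samples examined for the named genes, a single sample lay far from the others, measured as its gap to the nearest other sample divided by the range of the group. About 5.8 such groups arise by chance, and genes are not independent, so that the number 11 by itself cannot be told apart from chance. For the samples numbered 2 and the 2D replicate 3, many other genes deviated as well, as given below. The ratios were 0.916 for *Cdk1* in the 2D replicate 2, 0.846 for *Cdk1* and 0.898 for *Apoe* in the 3D replicate 2, 0.947 for *Prox1* in the 2D replicate 3, 0.862 for *Wls*, 0.838 for *Ccnb1* and 1.0 for *Ccne2* in the internal replicate 3, 1.0 for *Il18rap* in the internal replicate 2, 0.835 for *Crim1* and 0.976 for *Prox1* in the 3D replicate 4 and 0.915 for *Ccna2* in the 3D replicate 3. In the last 3 cases the distances were small, with 8.00 log2 CPM against 8.53 to 8.63 for *Crim1*, 6.13 against 6.52 to 6.53 for *Prox1* and 6.21 against 6.46 to 6.48 for *Ccna2*, and *Il18rap* rests on 5 reads. No explanation other than chance was tested for these 4 or for *Apoe*, which had 530 reads in the 3D replicate 2 against 1905 to 2141.

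*Cdk1* was low in both samples numbered 2. It had 116 reads in the 2D replicate 2 against 3179 to 4228 in the other 2D samples, and 164 in the 3D replicate 2 against 859 to 1128. Genes that were at least 1.5 below the mean of the other 2D samples on the log2 scale in the 2D replicate 2 (511 genes) had a median deviation of -1.18 in the 3D replicate 2, whereas the corresponding medians for the other numbers lay between -0.06 and 0.14. In all, 168 genes were that low in both samples numbered 2, against 4 to 11 for the other numbers. The GC content of their transcript ends was at the percentile 26.73 of random lists matched on expression, and their transcript length at the percentile 2.75, just inside the central 95% of these lists. The 2D replicate 2 had rank 1 in depth among the 2D samples, counted from the lowest, but the 3D replicate 2 had rank 3. Across all genes, the deviations of the samples numbered 2 had a correlation of 0.503, against at most 0.188 for differently numbered samples. A candidate explanation that remains is that samples with the same number share a handling step or a culture of cells. The values restate the pattern in more genes and do not test this explanation separately, so that the pattern cannot be told apart from it. The design gives no biological condition that follows the replicate number, and no biological explanation was tested.

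*Prox1* had 1 read in the 2D replicate 3 against 327 to 355 in the other 2D samples. In this sample 22 genes had 0 reads while each other culture sample had at least 20, and 0 such genes were found in the shallowest of the other culture samples, so that depth did not account for them. The genes lay on 13 chromosomes with at most 4 on one, which goes against the loss of a single segment. The sample's correlation with the mean of the other 2D samples exceeded that with the mean of the 3D samples by 0.0553, which goes against an exchange of labels. The GC content of the transcript ends was at the percentile 73.2 of matched random lists. None of these 22 genes was a DEG. No biological explanation was tested, since the samples of a group do not differ in condition.

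The internal replicate 3 was nearer to the external samples than the other internal samples for *Wls*, *Ccnb1* and *Ccne2*. For genes called as external without this sample, its CPM lay 6.65% of the way to the external mean (median over 489 genes), against -0.9% to 0.0% in the other internal samples. For genes called as internal, it lay 30.17% of the way (361 genes), against 0.94% to 7.83%. Both were the highest of the 4 internal samples, which is in line with some external tissue in this sample, but a single share of external tissue gives equal percentages for both kinds of genes. It was also the shallowest internal sample, with rank 1 in depth counted from the lowest. Low depth did not account for *Ccnb1* and *Ccne2*, of which it had more reads than the deeper internal samples (22 against 10 to 14, and 5 against 0). When the reads of the other internal samples were thinned at random to its depth, they lay at most 8.85% of the way by internal genes, and their *Wls* values of 9.59 to 9.60 log2 CPM stayed above its 9.43, so that depth did not account for these either. External tissue remains as a candidate explanation, which leaves the unequal percentages unexplained. Single genes went the other way, such as *Jag1* and *Maf*, whose highest internal values were in this sample (4.42 and 7.34 log2 CPM). *Rn18s-rs5* took 9.01% of the reads in this sample, against 4.42% to 6.07% in the other internal samples. Technical explanations other than external tissue and depth were not tested. No biological explanation was tested, since the internal samples do not differ in condition.

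Interferon-stimulated genes, which the paper does not discuss, were higher in 3D, with a median log2 fold change of 2.73 over 33 genes. All 33 were higher, 23 were called, and limma's camera gave a p-value of 3.01e-21 after adjustment over the 16 set tests. With the inter-gene correlation estimated from these genes, the p-value was 0.0524. The list was written after *Mx1*, *Gbp3* and *C4b* were seen among the elevated genes, and it leaves out these 3. The median was at the percentile 100 of random lists matched on expression and GC content. It was at least 2.22 with any one sample left out, so that no one sample accounted for it. Over the 24 genes with a mean of at least 3 log2 CPM, it was 1.95. Median centring gave 2.74. This centring moves all genes of a sample alike, and the median over all genes went from -0.031 to -0.016. The distance of the list from all genes therefore does not depend on it. The real split was 1 of the 8 splits of the 8 samples with as many same-numbered pairs parted that gave a median as large. With 8 splits the share is never under 0.05, so that this count cannot exclude a difference that follows the grouping by chance, and the pattern cannot be told apart from one in this way. Over all 35 splits the real one gave the largest median, and the next reached 2.06 in absolute value, but the other 27 part fewer same-numbered pairs. A hypothesis that these tests leave open is that growth in 3D may induce this response.

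Cholesterol synthesis genes were lower in the internal region, with a median log2 fold change of -1.88 over 23 genes. Of these, 22 were lower, 17 were called over all genes and 20 with the p-values adjusted over the list, and limma's camera gave a p-value of 4.2e-20 after adjustment over the 16 set tests. With the inter-gene correlation estimated from these genes, the p-value was 0.00121. The median was at the percentile 0 of random lists matched on expression and GC content. It was -1.72 or lower with any one sample left out and -1.95 with median centring. The real split was 1 of the 8 comparable splits with a median as large. This count cannot give a share under 0.05, and by it alone the pattern cannot be told apart from a difference that follows the grouping by chance. Over all 35 splits, 1 gave a median as large in absolute value, the real one, and the next reached 1.54. A hypothesis is that the cells of the core may make less cholesterol or take up more from outside, and this was not measured.

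Mitochondrially encoded genes were higher in the internal region, with a median log2 fold change of 1.0 over the 7 genes listed, of which 6 were higher. The p-value of limma's camera was 0.000103 after adjustment over the 16 set tests, and 0.023 before it with the inter-gene correlation estimated from these genes. *ND6* was the exception, with a log2 fold change of -1.93. These genes took between 5.42% and 6.98% of the reads in the internal and between 2.53% and 3.60% in the external samples. The median was 0.94 with median centring. The shallowest internal sample had the share of 5.42%, above all external samples, so that depth did not account for the difference. It was at the percentile 99.96 of random lists matched on expression and GC content, and the real split was 1 of the 8 comparable splits with a median as large, a count that cannot give a share under 0.05. Over all 35 splits, 1 gave a median as large in absolute value, the real one, and the next reached 0.81. The measure is relative, and a median of 1 arises equally if these transcripts rise or if the other transcripts are lost. The pattern can therefore not be told apart from a relative loss of other transcripts in the core.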

How the results depend on the processing

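The number of DEGs depended on several choices. With an adjusted p threshold of 0.05, which the paper's methods give, 644 genes were elevated and 334 reduced in 3D, against 341 and 176 at 0.01. Without a fold change threshold, 315 genes were reduced in 3D, and 588 genes were higher and 890 lower in the internal region, against 370 and 491. With a pseudocount of 5 CPM added, 107 genes were reduced in 3D. Without the variance trend, 117 genes were higher and 207 lower in the internal region. The causes of these changes were not tested. The other settings tried on all samples, namely the robust prior, minimum means of 1 and 3 log2 CPM, a pseudocount of 1 CPM, median centring, quantile normalization, voom and the replicate block, gave counts within 1.5 times these for both directions in both comparisons.

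Single replicates had a large effect on the cultures. Across the 8 fits that each left out one replicate, between 112 and 483 genes were elevated and between 49 and 287 reduced in 3D, the lowest counts without the 3D replicate 3 and the highest without the 2D replicate 2. Without both samples numbered 2, a setting chosen after seeing the data, 397 genes were elevated and 276 reduced. The causes were not tested. Across the 7 such fits of the regions, between 281 and 402 genes were higher and between 352 and 489 lower in the internal region, all within 1.5 times the counts with all samples.

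Median centring, quantile normalization and voom each moved the median log2 fold change over all genes by less than 0.1. In the regions, 43.0% of the calls were higher in the internal region, 35.7% with median centring and 33.9% with voom.

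With the replicate number as a block, 389 genes were elevated and 213 reduced in 3D. For the regions, same-numbered samples did not deviate together, with a mean correlation of -0.057. The value of 0.019 for differently numbered samples is not a separate comparison, since the deviations sum to 0 within a group. With the block, 256 genes were higher and 399 lower in the internal region, of which 248 and 378 were called without it. The cell cycle set had a median log2 fold change of -2.44 with a camera p-value of 9.75e-38. The internal replicate 4 has no external partner and does not contribute to the fold changes of this fit. The fit without this sample gave the same cell cycle median of -2.44. Calls lost with the block in the regions therefore do not show pairing by themselves. In the simulated data, which had no shared effect of the replicate number, the block lowered the share of changed genes called in the regions from 64% to 43.5%.

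The 2D and 3D samples were apart on the first principal component in every setting tried. Its share was between 46.1% and 54.9% across the fits that each left out one sample. Without the 3D replicate 3 the exact permutation p was 0.0571 with a share of 47.5%, as another split of the samples gave mean scores at least as far apart, while the smallest p this design allows is 0.0286. In the regions the p-values of such fits, 0.0667 and 0.1, are the smallest that their sample numbers allow. In hierarchical clustering, with distances and linkages chosen after seeing the data, average linkage placed 1 of the 2D samples with the 3D samples, while complete linkage on both distances and Ward linkage placed 0 with the other group.

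The median log2 fold change of the cell cycle set was below 0 with a camera p under 0.05 in both comparisons under the alternatives run for gene sets, namely an estimated inter-gene correlation, a minimum mean of 3 log2 CPM, median centring, the replicate block and each sample left out. The hypoxia set had a median of 0.14 in 3D against 2D with a camera p of 0.0681. The p-value fell under 0.05 in some settings, with a minimum mean of 3 log2 CPM to 0.0269 (median 0.07) and with the replicate block to 0.0486 (median 0.14), and the median was at the percentile 99.3 of the random lists. It was between 0.07 and 0.30 across the fits that each left out one sample, with p-values between 0.0106 and 0.318. In the regions its median was -0.02, which changed sign with the replicate block (0.05). It also did so in some of the fits that each left out one sample (between -0.14 and 0.05, with 0.05 and 0.03 above 0). The block gave the same median as the fit without the internal replicate 4, so that they are not separate alternatives. None of these p-values in the regions was under 0.05. The causes were not tested.

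The genes called in both comparisons in the same direction were more than chance gives under each alternative tried. The correlation of the log2 fold changes of the 2 comparisons across genes was 0.418 (Pearson) and 0.386 (Spearman). With a pseudocount of 5 CPM, Pearson's r was 0.471. Across the fits that each left out one sample, Pearson's r was between 0.363 and 0.445 and Spearman's rho between 0.311 and 0.422. The cause of these shifts was not tested.

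Of 42 genes named for 3D against 2D, 24 kept their direction and their side of the thresholds with no variance trend, the robust prior, both pseudocounts, median centring, quantile normalization, voom, the replicate block and each sample left out, 16 lost their call and 2 gained one under at least one of these, and none reversed. Of 33 genes named for the regions, 16 kept both, 16 lost their call under at least one of these and 1 reversed. This was *Tomm20*, whose log2 fold change of 0.10 was between -0.05 and 0.19 across the fits that each left out one sample, and the cause was not tested. Leaving out single samples accounted for 63 of the 79 lost calls over genes and settings in the cultures and 20 of the 47 in the regions.

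Depth limits the genes with few reads. For *Wnt6*, *Notch3* and *Igf2bp1* in the cultures, each sample of the lower group had at most 9 reads. This was also the case for *Hsf4*, *Cygb*, *Rnase1*, *Ptgds*, *Ccne2* and *Il18rap* in the regions. For *Cryba4* each 3D sample had at most 11. The fold changes of these genes, and the order of the largest ones, therefore depend on the prior count. The external samples and the internal replicate 3 are the shallowest of the regions.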

Differences from the paper's values

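The numbers of DEGs and the adjusted p-value of *Cryab* in the internal region did not differ from the paper's by more than 1.5 times. The following statements of the paper either differ from the values found here or name genes that were not past the thresholds here.

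The paper states that the 2D and 3D samples form distinct clusters in a dendrogram. With average linkage, the 2D replicate 2 joined the 3D samples, and 3 of the 5 choices of distance and linkage parted the groups, namely complete linkage on both distances and Ward linkage, all of them chosen after seeing the values.

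The paper names *Six3*, *Cryab* and *Crim1* among the genes induced in 3D culture. Their log2 fold changes were 0.48 (adjusted p = 0.0267), 0.69 (adjusted p = 0.0628) and 0.09 (adjusted p = 0.74), and none of the alternatives called any of them.

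The paper names *Maf* among the genes elevated in 3D. Its log2 fold change was 1.11 with an adjusted p of 0.0189. Over the alternatives set before the data were examined, its adjusted p lay between 0.00334 and 0.0569. It was called with the replicate block, which gave the lowest of these, and at an adjusted p threshold of 0.05, and also without both samples numbered 2, a setting chosen after seeing the values. The adjusted p was 0.0175 in the authors' deposited table.

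The paper names *Tdrd7* among the genes overexpressed in the internal region. Its log2 fold change was 1.94 with an adjusted p of 0.0239, and it was called only at an adjusted p threshold of 0.05 among the alternatives set before the data were examined. The adjusted p was 0.0355 in the authors' deposited table.

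The paper states that *Bnip3l*, *Lamp1* and *Smurf1* are elevated in the core region. The direction was the same here, with each internal sample above each external sample for these genes. Their log2 fold changes of 0.55, 0.48 and 0.59 had adjusted p-values of 0.0335, 0.0131 and 0.0193. They were thus not past the thresholds, and none of the alternatives called them. With quantile normalization, voom and the robust prior, the adjusted p of *Lamp1* fell under 0.01, with a log2 fold change under the threshold.

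The paper gives an FDR of 0.03 for the enrichment of *Cryab* in the central region and describes its expression in the outer region as poor. It bases this on the RNA and on staining of the protein, and the values here cover the RNA only. The adjusted p found here was 0.041, and the FDR in the authors' deposited table was 0.040. The external samples had 8.24 log2 CPM against 8.67 in the internal samples, a log2 fold change of 0.43 that none of the alternatives called. With quantile normalization its adjusted p fell under 0.01, with a log2 fold change under the threshold. *Pax6* had a log2 fold change of 0.65 and was called only without a fold change threshold.

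The paper describes *Cryba4* as high in the organoids. It had between 3 and 11 reads per 3D sample and between 8 and 33 per 2D sample, and it was not listed for the microdissected regions.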

Other observations

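In this part, the test of the 8 comparable splits for the correlation of the comparisons was chosen before its result was seen, and the others were chosen only after the result was seen.

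The samples of each comparison can be split into groups of the same sizes in 35 ways, of which 8 part as many same-numbered pairs as the real split. The other 27 part between 0 and 2 pairs. In the cultures, 1 of the 8 splits, the real one, gave as many genes past the thresholds (517). The other 34 splits gave 0 such genes, with between 35 and 2133 genes at an unadjusted p under 0.05 against 3930 for the real split. In the regions, 1 of the 8 splits, again the real one, gave as many genes (861), and the other 34 gave 0, with between 125 and 2316 genes at an unadjusted p under 0.05 against 3793. With 8 splits the share is never under 0.05, so that this count by itself cannot decide. Over all 35 splits, the real one alone gave genes past the thresholds in both comparisons.

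For the cell cycle set, 1 of the 8 splits gave a median as large in the cultures and 1 of the 8 in the regions. Camera p-values with the fixed inter-gene correlation were as small as 1.206e-25 and 2.328e-29 in other splits of the same samples. These came from splits that keep most of the real grouping, with 3 of the 2D samples or all 3 external samples on one side. In the 18 splits with 2 samples of each condition on one side, the p-values lay between 1.555e-06 and 0.9183 in the cultures and between 1.833e-07 and 0.1792 in the regions. The cause was not tested.

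Of the genes in both tables (11041), 105 were elevated in 3D and higher in the internal region, where chance gives 10.8 (odds ratio 19.0, Fisher's exact test, p = 9.79e-78). Lower in both were 111, where chance gives 7.6 (odds ratio 51.1, Fisher's exact test, p = 2.14e-110). Only 6 genes were elevated in 3D and lower in the internal region, and 0 the other way round. Genes are not independent, so that these p-values overstate the certainty. The log2 fold changes of the comparisons had a Pearson correlation of 0.418 across genes, and of 0.40 without the cell cycle genes. As many calls were shared in 1 of the 8 comparable splits of the regions, the real one. The other splits had 0 calls, so that this count could not come out otherwise and decides nothing. The correlation was as large in 1 of the 8, the real one, with 0.393 as the next. Over all 35 splits of the regions the next was 0.407 in absolute value. Both values came from splits that keep the 3 external samples together and so retain most of the real grouping. In the 18 splits with 2 internal and 2 external samples on one side, the correlation lay between 0.055 and 0.211 in absolute value.

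A hypothesis was that cells in the core, or in spheroids in general, receive less oxygen, which would raise hypoxia genes. In the internal region, the list of 49 hypoxia genes had a median log2 fold change of -0.02 with a camera p-value of 0.37, or 0.423 after adjustment over the 16 set tests, with 24 of the 49 genes higher, and none of the 12 settings gave a median above 0 with a p under 0.05. All 8 of the 8 comparable splits gave a median as large in absolute value. In 3D against 2D the median was 0.14 with a camera p-value of 0.0681, or 0.0838 after adjustment, with 28 of the 49 genes higher, and 1 of the 8 splits, the real one, gave a median as large. Among all other splits the median reached 0.32 in absolute value. In 5 of 13 settings the p-value was under 0.05, so that a small shift in 3D can be neither shown nor excluded.

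The other gene lists, and the flagged lists in their other comparison, are given as descriptions. In 3D against 2D, the median log2 fold change was -0.57 for cholesterol synthesis genes (21 of 24 lower) and 0.82 for mitochondrially encoded genes (7 of 7 higher). For interferon-stimulated genes in the internal region it was 0.45 (26 of 32 higher). The adjusted camera p-values were 6.81e-05, 0.00382 and 0.0218. With the estimated inter-gene correlation the unadjusted ones were 0.156, 0.136 and 0.503. Lysosomal genes had a median log2 fold change of 0.74 in 3D against 2D (35 of 38 genes higher) and of 0.48 in the internal region (30 of 37 genes higher), both at the percentile 100 of the random lists. Fibroblast genes had a median of 0.80 in 3D against 2D (18 of 24 higher) at the percentile 100. It fell to 0.42 without the 2D replicate 3, the lowest of the fits that each left out one sample. In the internal region the fibroblast median was 0.04 (11 of 22 higher) at the percentile 86.88, close to the median of all genes (0.04). Its sign changed without the internal replicate 2 and without the external replicate 2, and with median centring, which moved all genes alike. The 8 laminin chain genes in the data had a median of 0.51 in 3D against 2D (7 of 8 higher) at the percentile 98. In the internal region it was 0.12 (4 of 8 higher) at the percentile 69.88. The lowest laminin medians with one sample left out were 0.34 without the 2D replicate 4 and 0.004 without the external replicate 3.

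For proteins that the paper locates by staining, the RNA of the regions gave the following values. *Mki67* had a log2 fold change of -4.08 in the internal region (standard error 0.31, adjusted p = 1.89e-09). *Lmnb1* had a log2 fold change of -2.15 (standard error 0.23, adjusted p = 5.01e-07) and *Fbl* of -1.52 (standard error 0.28, adjusted p = 0.00028), though 54.6% of the 50 nt stretches in the last 300 nt of *Fbl* also occur in a gene listed as *Gm5812*. In these 3 genes each external sample was above each internal sample. *Tomm20*, with overlapping values, had a log2 fold change of 0.10 (standard error 0.20, adjusted p = 0.764), with 286 to 637 reads per internal and 158 to 362 per external sample. *Cdh1* and *Foxe3* were not among the genes listed for either table.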
